# Cohesin Core Complex Gene Dosage Contributes to Germinal Center Derived Lymphoma Phenotypes and Outcomes

**DOI:** 10.3389/fimmu.2021.688493

**Published:** 2021-09-21

**Authors:** Martin A. Rivas, Ceyda Durmaz, Andreas Kloetgen, Cristopher R. Chin, Zhengming Chen, Bhavneet Bhinder, Amnon Koren, Aaron D. Viny, Christopher D. Scharer, Jeremy M. Boss, Olivier Elemento, Christopher E. Mason, Ari M. Melnick

**Keywords:** cohesin, lymphoma, B-cell, chromosomal architecture, Hi-C, Tet2 gene, GCB-subtype DLBCL

## Abstract

The cohesin complex plays critical roles in genomic stability and gene expression through effects on 3D architecture. Cohesin core subunit genes are mutated across a wide cross-section of cancers, but not in germinal center (GC) derived lymphomas. In spite of this, haploinsufficiency of cohesin ATPase subunit *Smc3* was shown to contribute to malignant transformation of GC B-cells in mice. Herein we explored potential mechanisms and clinical relevance of *Smc3* deficiency in GC lymphomagenesis. Transcriptional profiling of *Smc3* haploinsufficient murine lymphomas revealed downregulation of genes repressed by loss of epigenetic tumor suppressors *Tet2* and *Kmt2d*. Profiling 3D chromosomal interactions in lymphomas revealed impaired enhancer-promoter interactions affecting genes like *Tet2*, which was aberrantly downregulated in *Smc3* deficient lymphomas. *Tet2* plays important roles in B-cell exit from the GC reaction, and single cell RNA-seq profiles and phenotypic trajectory analysis in *Smc3* mutant mice revealed a specific defect in commitment to the final steps of plasma cell differentiation. Although *Smc3* deficiency resulted in structural abnormalities in GC B-cells, there was no increase of somatic mutations or structural variants in *Smc3* haploinsufficient lymphomas, suggesting that cohesin deficiency largely induces lymphomas through disruption of enhancer-promoter interactions of terminal differentiation and tumor suppressor genes. Strikingly, the presence of the *Smc3* haploinsufficient GC B-cell transcriptional signature in human patients with GC-derived diffuse large B-cell lymphoma (DLBCL) was linked to inferior clinical outcome and low expression of cohesin core subunits. Reciprocally, reduced expression of cohesin subunits was an independent risk factor for worse survival int DLBCL patient cohorts. Collectively, the data suggest that *Smc3* functions as a bona fide tumor suppressor for lymphomas through non-genetic mechanisms, and drives disease by disrupting the commitment of GC B-cells to the plasma cell fate.

## Introduction

Cohesin proteins form a ring-shaped complex that plays a key role in 3D architectural organization of the genome, and is composed of Smc3, Smc1a, Stag1 or Stag2 and Rad21 subunits. Cohesin functions include maintaining sister chromatids cohesion until the end of mitosis, as well as maintaining chromatids aligned when DNA-damage occurs (1). Acting in concert with CCCTC-binding factor (CTCF), the cohesin complex forms chromatin regulatory structures, such topologically associated domains, and long distance interactions between gene regulatory elements such as enhancers with gene promoters, thus contributing transcriptional regulatory states and cell phenotypes (2).

Germinal centers (GC) are transient structures that form within secondary lymphoid tissues in response to T-cell dependent antigenic stimulation. GCs are initially established by highly proliferative centroblasts that form the GC dark zone and undergo immunoglobulin somatic hypermutation (3). After several rounds of division these cells migrate towards a region rich in T follicular helper cells (TFH) as non-dividing centrocytes, to form the GC light zone. B-cells with increased affinity for cognate antigen will receive T-cell help, which will enable them to either return to the DZ for more rounds of somatic hypermutation, or exit the GC reaction to become plasma cells or memory B-cells (4). GC B-cells undergo massive changes in their transcriptional, epigenetic and 3D architectural states, which is required for them to manifest their distinctive phenotype (5). Along these lines, conditional knockout of the ATPase subunit of the cohesin complex, Smc3, showed that cohesin dosage regulates B cell transit through GCs (6). *Smc3* haploinsufficient (*Smc3* ^wt/–^) mice display GC hyperplasia, with increased proliferation, accumulation of centrocytes and impairment of plasma cell differentiation. Chromosomal architecture analysis by Hi-C revealed that *Smc3* ^wt/–^ centrocytes have decreased long-range chromosomal interactions between enhancers and promoters, and reduced expression of tumor suppressor genes linked to lymphomagenesis in humans. Consistent with these findings, *Smc3* haploinsufficiency accelerated lymphomagenesis in mice engineered for constitutive expression of the Bcl6 oncoprotein, which drives formation of diffuse large B-cell lymphomas (DLBCLs) (6).

Cohesin complex mutations are common in human cancers (7) including myeloid malignancies (8–10). Curiously, although *Smc3* behaves as a haploinsufficient tumor suppressor in GC B-cells, it is rarely if ever affected by somatic mutations in patients with GC-derived lymphomas. Yet *SMC3* dosage may still be relevant to human GC derived lymphomas since it was shown that patients with low *SMC3* expression experience inferior clinical outcomes (6). Therefore, to gain insight into how *SMC3* dosage might contribute to malignant lymphoma phenotypes we explored its transcriptional, architectural and genomic effects in murine B-cell and lymphoma models with *Smc3* haploinsufficiency, with correlations to human DLBCL patients.

## Methods

### Conditional Smc3-Deficient Mice

The Research Animal Resource Center of the Weill Cornell Medical College approved all mouse procedures. The *Smc3* allele was deleted by targeting exon 4 in a construct obtained from the EUCOMM consortium [*Smc3* ^tm1a(EUCOMM)Wtsi^ (8)]. The generated mice (*Smc3* ^fl/fl^) were crossed to B6.129P2(Cg)-*Ighg1* ^tm1(cre)Cgn^/J mice (11) (*Cγ1* ^cre^; The Jackson Laboratory) to generate germinal center specific heterozygous deletion of *Smc3*. *Cγ1* ^cre/cre^;*Smc3* ^wt/–^ mice were further crossed to *Ighm* ^wt/tm1(Bcl6)Rdf^ mice [*IμBcl6* (12)].

### Induced Germinal Center B Cell Culture System

Induced GC B cell (iGCB) cultures were performed as reported elsewhere (13). Briefly, splenic CD43^–^ cells were co-cultured with irradiated 40LB cells (13) in the presence of 1 ng/mL IL-4. Four days after plating, iGCBs were incubated for 1 h in the presence of demecolcine 0.01 µg/ml, and iGCBs were separated by carefully collecting the cells in suspension and used in karyotyping analysis.

### Karyotyping Analysis

Induced GCB-like cells from culture systems were treated for 1 h with 0.01 µg/mL *N*-methyl-*N*-deacetyl-colchicine. Following 45 min incubation at 37°C, the cultures were resuspended in pre-warmed 0.075 M KCl, incubated for an additional 10 min at 37°C and fixed in methanol:acetic acid (3:1). The fixed cell suspension was then dropped onto slides, stained in 0.08 μg/ml DAPI in 2 × SSC for 5 min and mounted in antifade solution (Vectashield, Vector Labs). Metaphase spreads were captured using a Nikon Eclipse E800 epifluorescence microscope equipped with GenASI Cytogenetic suite (Applied Spectral Imaging). For each sample a minimum of 50 inverted DAPI-stained metaphases were fully karyotyped and analyzed.

### Flow Cytometry

Single-cell suspensions from mouse spleens and were stained using the following fluorescence-labeled anti-mouse antibodies: from BD Biosciences, FITC anti-CD38 (BD558813; clone 90; dilution 1:500), BV421 anti-CD95/Fas (BD562633; clone Jo2; dilution 1/500), PE-Cy7 anti-CD86 (BD560582; clone GL1; dilution 1:400), PE anti-CD184/CXCR4 (BD561734; 2B11; dilution 1:250); from BioLegend, APC-Cy7 anti-B220 (103224; clone RA3-6B2; dilution 1:750) and AlexaFluor647 anti-pSer139-H2AX (613407; clone 2F3, dilution 1:200). For internal markers, cells were fixed and permeabilized with the BD Cytofix/Cytoperm fixation/permeabilization solution kit (BD Biosciences). Data were acquired on a BD FACSCanto II flow cytometer (BD Biosciences) and analyzed using the FlowJo software package (BD Biosciences).

### Patient Data

For survival analysis we used publicly available gene expression data from 322 DLBCL patients from British Columbia Cancer Agency, BCCA (14). Additional analysis have been done in 243 patients from an NCI cohort (15). For univariable and multivariable Cox analysis, we used data from the British Columbia Cancer Agency cohort, and from publicly available gene expression data of 757 DLBCL patients, an independent cohort from our institution (16–19). All patient data used in this manuscript has been previously de-identified.

### Whole-Exome Sequencing and Identification of Somatic Variants

Genomic DNA from tumors was extracted from the mouse Smc3/Bcl6 or Bcl6 tumors and the germline tail (wild type) using DNeasy Blood Tissue kit (Qiagen). 1 µg of the genomic DNA was used to prepare the whole exome sequencing libraries with the Agilent SureSelect kit (SureSelect Mouse All Exon Kit). Using the NovaSeq6000 platform (Illumina), paired end sequencing was performed on the Smc3/Bcl6 (n=10) and Bcl6 tumors (n=5), and the wild type specimens (n=4). The average sequencing converge in the targeted regions was >40X except for one wild-type sample where the average coverage was 18X; this sample was excluded from further analysis. The whole exome sequencing reads were aligned to the Mouse reference genome GRCm38/mm10 using bwa mem and the PCR duplicates were marked and removed using Picard. The aligned and de-duplicated reads were then realigned around the indels, mates fixed and recalibrated to be used for downstream analysis. Somatic mutations were called using a consensus approach, where point mutations and indels were identified using Strelka2, MuTect and VarScan, and variants called by minimum two tools were retained for further analysis. Additional filtering steps excluded variants with total read depth < 30, number of reads supporting the variant < 5, tumor variant allele frequency (VAF) < 10% and germline VAF > 1%. The somatic mutations were annotated using the Variant Effect Predictor (VEP) and known mouse dbSNPs were filtered out while retaining only the missense, silent and truncating mutations. Copy number alterations were identified using the CNVkit. The percent genome altered (gain or loss) was calculated as the percentage of the copy number segments altered based on the size of the mouse genome. For the calculation of the altered segments, copy number segments with log2 ratio threshold of <-0.1 and >0.1 was used to quantify loss and gains, respectively. All statistical tests for significance were performed using the Wilcoxon rank sum test in R.

### Whole Genome Sequencing Analysis

Primary naïve B cells isolated from *Smc3* ^wt/wt^ (n=3) or *Smc3* ^wt/–^ were cultured ex vivo to produce iGCs as explained (13). Genomic DNA was used to produce whole genome sequencing libraries using the KAPA LTP Library Preparation kit following manufacturer’s directions. Sequencing was done in NextSeq500 instrument using a 75 bp single-read sequencing cell. We used TIGER (20) to infer DNA copy number values at 1Kb windows in mm10 coordinates. TIGER separates continuous and low-amplitude signals of DNA replication timing from the larger and sharper changes caused by copy number alterations. For genome-wide visualization of raw DNA copy number values, every 40 consecutive windows were merged. For DNA replication timing, outlier segments representing putative copy number alterations were filtered out by TIGER, and the remaining data was smoothed, normalized to units of standard deviation, and plotted.

### RNA Sequencing

mRNA-seq Library Preparation and RNA-seq libraries were prepared using the Illumina TruSeq RNA sample kits, according to the manufacturer. Libraries were validated using the Agilent Technologies 2100 Bioanalyzer and Quant-iT dsDNA HS Assay (Life Technologies) and 8–10 pM sequenced on HiSeq2000 sequencer. RNA-seq data was processed using the nf-core/rnaseq pipeline (v1.4.2) (21). Reads were aligned to mm10 and Gencode M12 (22) transcripts using STAR (v2.6.1) (23). Gene expression quantified by featureCounts (v1.6.4) (24) to counts and normalized to Transcripts per Million (TPM) (25). Differentially expressed genes between Smc3wt/– and Smc3wt/wt were identified using count data with a negative binomial model with the DESeq2 package (26). Pathway enrichment was calculated by using GSEA (27) and FGSEA (v1.14.0) (28) on the log_2_ fold change ranking results from DESeq2 output (26) with gene signature databases from literature, using murine and human orthologs of genes as necessary.

### Hi-C and Virtual 4C

1.5 × 10^6^ flow sorted mouse GC B cells from Cγ1^wt/cre^;Smc3^wt/wt^ (n=3) and Cγ1^wt/cre^;Smc3^wt/–^ (n=3) were fixed in 1% formaldehyde for 10 min. Fixation was quenched by the addition of 0.125 M glycine for 10 min. In situ Hi-C was performed as described (29). Briefly, nuclei were permeabilized and DNA was digested overnight with 100 U DpnII (New England BioLabs). The ends of the restriction fragments were labeled using biotin-14-dATP and ligated in 1 mL final volume. After reversal of crosslinks, ligated DNA was purified and sheared to a length of ~400 bp, at which point ligation junctions were pulled down with streptavidin beads, DNA fragments repaired, dA-tailed and Illumina adapters ligated. Library was produced by 6-10 cycles of PCR amplification. Sequencing was performed in a HiSeq2500 Illumina Sequencer, pair-end 50 bp, in the Weill Cornell Medicine Epigenomics Core.

All Hi-C data were processed using the hic-bench platform (30). In short, reads were aligned against the mouse genome (mm10) with bowtie (31) and multi-mapped, single-sided, duplicated, low quality and self-ligated reads were filtered with genomic-tools (32). Contact matrices were built with hic-bench at 20kb and 100kb resolution. Compartment analysis was performed with the c-score tool (33) at 100kb resolution, and A and B compartments were defined with the help of H3K27ac information. Compartment differences were defined as the difference in c-scores, called delta c-score. Loop analysis was performed with the mango loop calling approach (34), using a negative binomial test per diagonal in the 20kb resolution contact matrix, followed by multiple testing correction. Only loops with FDR<0.1 and CPM>30 were kept as significant loops. Differential loop analysis reported the log_2_ fold-change between CPM values per significant loop called in either sample. Protein-coding gene promoters and enhancer information were overlapped with all loop anchors, and promoter-enhancer loops were defined if one anchor holds at least one protein-coding gene promoter and the other anchor holds at least one enhancer. Virtual 4C analysis was performed based on the filtered reads. Filtered read pairs for which one read maps within +/– 10kb around the virtual viewpoint of the *Tet2* promoter (chr3:133,544,706) were extracted. Next, the genome was binned in successive overlapping windows of 20kb, and all adjacent windows are overlapping by 95% of their length (that is 19kb). We then added a count to all overlapping bins in which the second mapped read mate aligned. Read counts were then normalized to the total sequencing depth of the respective sample by edgeR reporting counts-per-million (CPM) per bin. Rad21 ChIP-seq in the CH12.LX mouse lymphoma cell line was downloaded from ENCODE (35, 36).

### Single-Cell RNA Sequencing

Splenic cells were sorted from *Smc3* ^wt/wt^ (n=6) and *Smc3* ^wt/–^ (n=3) mice 8 days after SRBC immunization. Sorted cells were subjected to single cell RNA-seq using the 10X Genomics Chromium platform. Library preparation for single cell 3’ RNA-seq v2, sequencing and post-processing of the raw data was performed at the Epigenomics Core at Weill Cornell Medicine. Libraries were prepared according to 10X Genomics specification and clustered on HiSeq4000. Sequencing data was processed with Cell Ranger from the 10X Genomics Cell Ranger Single Cell Software suite v3.0.2 (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger) using the manufacturer parameters to generate a sparse matrix file of features by barcodes. This sparse matrix data was then loaded into R (v4.0.2) using the R package Seurat (v4.0.0) (37). Additional wild-type 10X single-cell RNA-seq data was integrated with the Smc3 single-cell dataset to reduce batch effect. To identify genes and cells suitable for inclusion in the analysis, standard quality control was run to remove cells with few genes or an over representation of mitochondria reads. Data was then scaled and normalized. Linear dimensional reduction was performed by calculation of PCA from the most variable genes. Cells were then clustered using a resolution value of 0.5 and visualized by UMAP. Module scores were calculated using the AddModuleScore function with a control value of 5. Individual genes and gene signatures were projected and used to manually classify clusters. Centroblast (CB) and centrocyte (CC) cell clusters were identified using gene signatures defined by germinal center microarrays of DZ and LZ genes (38). Transitioning centroblast to centrocyte (CB → CC) clusters were classified by overlap of both DZ and LZ markers. The transitioning centrocyte to centroblast (Recycling) cluster was classified by a light zone DECP upregulated signature (39). Plasma cell (PC) clusters were identified using gene signatures from RNA-seq data (40), and the plasma blast (PB) cluster was identified as expressing c-Myc and S phase genes in addition to PC gene signatures. Prememory B cells (Pre-MBC) clusters were identified using transcriptional gene markers (41), and were subset into naive B cells (NB/Pre-MBC) and memory B cells (Pre-MBC/MBC) based on IgD^+^ gene expression and Ccr6 gene signatures respectively. Cell division signatures from RNA-seq were derived from Scharer et al. (42) data by determining significantly upregulated (padj < 0.05, log2FC > 1) genes between cells that underwent 8 cell divisions (D8) and express CD138 (D8 CD138^+^) or not (D8 CD138^–^), and cells that did not divide (division 0, D0) as assessed by the CTV fluorescence by flow cytometry (42). These signatures were then used to calculate module scores, project onto UMAP, and downstream analysis. RNA trajectory analysis was performed using Slingshot (v1.6.1). This package was used to create a pseudotime based on a combination of PCA 1 and 2 calculated by Seurat, using the cells identified as Centroblasts as the anchor point. Three lineages were generated (Lineage 1: CB → CC → MBC, Lineage 2: CB → Recycling, Lineage 3: CB → PC), and Lineage 3 was projected onto UMAP and used in downstream analysis. Pseudotime density plots were generated by cell cluster using the ggplot2 (v3.3.2) geom_density function. Pseudotime scatter plots were generated by genotype using the geom_point function.

### Quantitative RT-PCR

RNA was prepared by TRIzol extraction (Invitrogen). cDNA was prepared using the Verso cDNA synthesis kit (Thermo Fisher Scientific) and detected by Fast SYBR Green (Thermo Fisher Scientific) on a QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific). We normalized gene expression to that of *Hprt1* and expressed values relative to control using the ΔΔCT method. Results were represented as fold expression with the s.d. for two series of triplicates. The following primers were used in qPCR experiments: Smc3_F, 5’-GGCTTCCGAAGTTACCGAGA-3’; Smc3_R, 5’-CAATCGCTGCTCTGGACG-3’; Tet2_F, 5’-TAGCTTTGCGTCAGTGGAGA-3’; Tet2_R, 5’-TAGGGATGGCTGGCTCAAAA-3’; Hprt1_F, 5′-AGGACCTCTCGAAGTGTTGG-3′; Hprt1_R, 5′-TTGCAGATTCAACTTGCGCT-3′.

### Quantification and Statistical Analysis

The overall survival of DLBCL patients was estimated by Kaplan-Meier method. The mRNA expression levels of genes in the Smc3_*vs*_WT:CC_UP_logFC_0.56 gene signature [human orthologs: *H1F0*, *RP1L1*, *GSTT2B*, *GSTT2*, *THYN1*, *ALAD*, *IRAK1BP1*, *RANBP17*, *UBE2C*, *RET*, *GNB4*, *USP2*, *MFGE8*, *LGALS1*, *EMP2*, *TMED6*, *GCSAM*, *BFSP2*, *MYL4*, *GNAZ*, *TBXA2R*, *CPNE5*, *LRRC49*, *CCNB2*, *PAFAH1B3*, *CDC20*, *SCCPDH*, *AVIL*, *PI4KB*, *SSR2*, *CDKN3*, *NREP*, *TMOD4* (6)] were used for unsupervised hierarchical clustering on DLBCL patient cohorts. The differences of overall survival between two resulting clusters were tested by log-rank test. The univariable and multivariable Cox proportional hazard regression were also used to confirm the findings, while adjusting for age, sex and subtype. Statistical analyses were performed in statistical software R Version 3.6.0 (R Foundation for Statistical Computing, Vienna, Austria).

## Results

### Aberrant Transcriptional Programming in *Smc3* Haploinsufficient Lymphomas

*Smc3* haploinsufficiency drives accelerated lymphomagenesis in *IµBcl6* transgenic mice (6). To explore whether this aggressive phenotype was linked to aberrant transcriptional programming, we performed RNA-seq from mesenteric lymph node lymphoma cells from the *Smc3* ^wt/wt^;*Cγ1* ^wt/cre^;*IµBcl6* (Bcl6) and *Smc3* ^wt/–^;*Cγ1* ^wt/cre^;*IµBcl6* (Smc3/Bcl6) mice, verifying the expected reduced expression of *Smc3* (**Figure 1A**, **Supplementary Table 1**, and **Supplementary Figure 1A**). 

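RNA from 3 Bcl6 tumors and 6 Smc3/Bcl6 tumors was sequenced, 1 library per tumor, with the Illumina TruSeq RNA kit. IµBcl6 is a transgene that keeps Bcl6 expressed in B cells, and Cγ1-Cre deletes 1 of the 2 Smc3 alleles in B cells that enter the germinal center, so that Smc3/Bcl6 tumor cells would keep 1 intact allele; the deletion was not checked in these libraries. The sample labels name the mesenteric lymph node only for replicate 1 of each genotype and a lymph node for the other tumors, whereas the paper gives the mesenteric lymph node for all of them. The authors aligned the reads to mm10 and deposited the number of reads counted on each gene, without normalization. The total count was 11121788, 16898438 and 10156728 in Bcl6 tumors 1 to 3, and ranged from 11618983 to 17774577 with a median of 14438263 in the Smc3/Bcl6 tumors. These counts were normalized with edgeR's TMM method, and 14057 genes that passed edgeR's filter on low counts were compared between genotypes with its quasi-likelihood test. No covariate was used, and the choices that could change the numbers are the filter, the normalization, the test and whether tumors with the same replicate number are treated as pairs.

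Smc3 (ENSMUSG00000024974.10) lies on chromosome 19 of GRCm38 from 53600398 to 53645833. It had 104 ± 19.3 CPM (counts scaled to library size by TMM; SD, n = 3) in Bcl6 tumors and 91.4 ± 32.0 CPM (SD, n = 6) in Smc3/Bcl6 tumors. The log2 fold change was -0.19 (standard error 0.38, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the genotypes did not differ by an exact two-sided permutation test of log2 CPM (p = 0.714). Smc3/Bcl6 tumor 2 had 27.9 CPM, the other 5 Smc3/Bcl6 tumors had 104 ± 8.28 CPM (SD, n = 5), and the Bcl6 tumors had between 88.1 and 126 CPM. In Smc3/Bcl6 tumor 2, counts of long genes were low and counts of short genes were high relative to the other 8 tumors. With the replicate number as a block over replicates 1 to 3 of both genotypes, the log2 fold change of Smc3 was -0.61 (standard error 0.51, adjusted p = 0.983 from the same test). Without Smc3/Bcl6 tumor 2, the log2 fold change was 0.01.

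**Figure D1:**
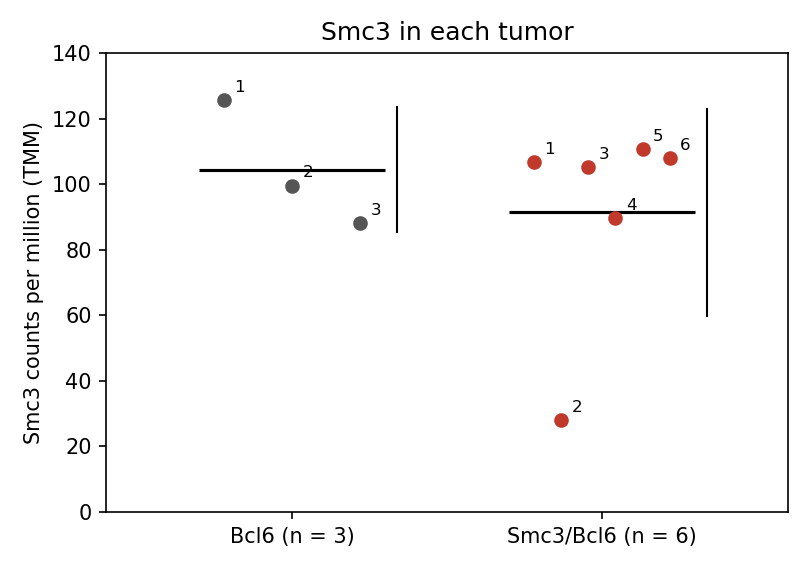
Smc3 CPM in each tumor, by genotype. Points are tumors numbered by replicate, horizontal lines are group means and vertical lines are 1 SD; Smc3/Bcl6 tumor 2 lies at 27.9 CPM and the other 8 tumors lie between 88.1 and 126 CPM.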

Unsupervised analyses did not yield strong differences between these lymphomas (**Supplementary Figures 1B, C**), and no difference in other cohesin subunit or related genes (**Supplementary Figure 1D**). However, naturally occurring primary lymphomas are often highly heterogeneous including in the context of *IuBcl6* mice (12, 45, 46), which might interfere with our ability to appreciate changes in gene expression. 

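Principal component analysis was performed on log2 CPM of the 500 most variable genes. The first component held 45.8% of the variance and the second 22.8%, and tumors of the 2 genotypes overlapped on both (exact two-sided permutation tests over the 84 splits of 9 tumors into 3 and 6, p = 0.69 and p = 0.476). The share of the variance lying between genotypes was 5.41%, below the median of 9.57% over the 84 splits (exact permutation test, p = 0.964). Over replicates 1 to 3 with the replicate number as a block, the share of the variance within pairs was 19.8%, the lowest of the 4 labellings within pairs (exact permutation p = 1, with 0.25 the smallest possible). This test was added after the data were seen. Across genes, deviations from the genotype means correlated between same-numbered tumors at r = 0.256, whereas the Spearman correlations of these tumors themselves were 0.957, 0.878 and 0.969. Bcl6 tumor 2 and Smc3/Bcl6 tumor 3 were the pair of tumors with the highest Spearman correlation (0.978).

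Of the cohesin subunit and related genes listed before the data were examined, 20 other than Smc3 were tested. Their log2 fold changes ranged from -0.98 to 1.71, and 12 of them were negative. At an unadjusted p below 0.1 and an absolute log2 fold change above 0.56, 2 genes differed, Esco2 and Rec8. Esco2 (ENSMUSG00000022034.9, chromosome 14 from 65819038 to 65833994) had 39.2 ± 23.9 CPM (SD, n = 3) in Bcl6 tumors and 19.9 ± 4.14 CPM (SD, n = 6) in Smc3/Bcl6 tumors, a log2 fold change of -0.98 (standard error 0.35, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rec8 (ENSMUSG00000002324.7, chromosome 14 from 55618037 to 55625395) had between 0.864 and 2.12 CPM in Bcl6 tumors and 4.60 ± 3.01 CPM (SD, n = 6) in Smc3/Bcl6 tumors, a log2 fold change of 1.71 (standard error 0.68, adjusted p = 1 from the same test). With Benjamini-Hochberg adjustment over the 20 genes alone, the smallest adjusted p from the same test was 0.304, and 0 genes passed 0.05. With the replicate number as a block over replicates 1 to 3, 0 of the 18 genes that could be tested passed the same thresholds. The core subunits Smc1a and Rad21 had log2 fold changes of -0.64 (standard error 0.37) and -0.46 (standard error 0.29), and Stag2 had 0.08 (standard error 0.45), each smaller than 2 standard errors. With the block they were -0.74 (standard error 0.40), -0.38 (standard error 0.37) and -0.53 (standard error 0.49), again each smaller than 2 standard errors, and 2 of the 18 genes changed direction, Stag2 and Mau2.

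**Figure D2:**
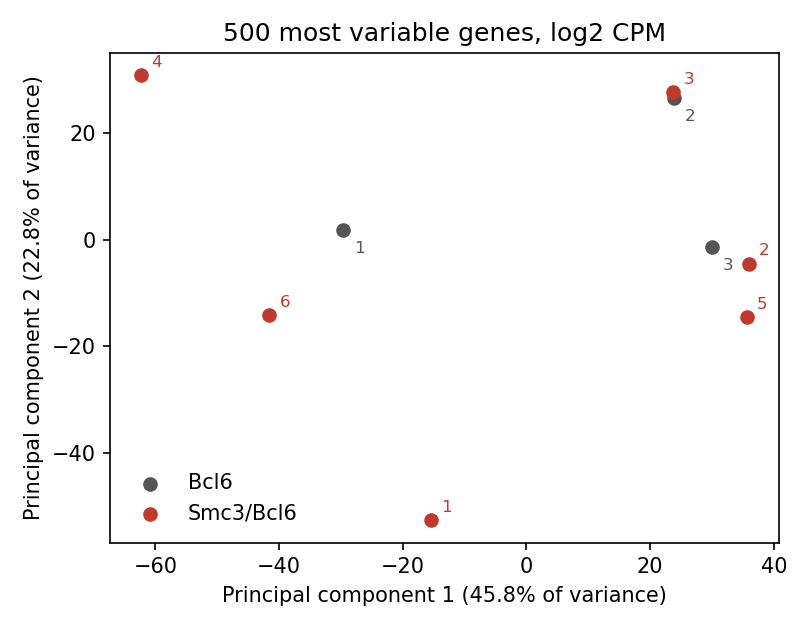
Principal components 1 and 2 of log2 CPM of the 500 most variable genes, in arbitrary units with the percent of variance on each axis. Points are tumors numbered by replicate and colored by genotype; Bcl6 tumor 2 lies beside Smc3/Bcl6 tumor 3, and Bcl6 tumors lie among Smc3/Bcl6 tumors.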

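The spread between tumors of one genotype was measured gene by gene over the tested genes. The median SD of log2 CPM was 0.35 among the 3 Bcl6 tumors and 0.71 among the 6 Smc3/Bcl6 tumors, or 0.44 among the 5 Smc3/Bcl6 tumors other than tumor 2. The median absolute difference between the genotype means was 0.22. For 663 genes, or 4.72% of those tested, the difference between genotype means exceeded the SD within each genotype. The common dispersion estimated by edgeR was 0.38, a coefficient of biological variation of 0.617. Spearman correlations of log2 CPM ran from 0.913 to 0.959 over the 3 pairs of Bcl6 tumors, from 0.754 to 0.954 over the 15 pairs of Smc3/Bcl6 tumors and from 0.858 to 0.978 over the 18 pairs of one tumor from each genotype (medians 0.937, 0.902 and 0.923).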

Along these lines, a supervised analysis indeed revealed only subtle differences in the transcriptional programs of Bcl6 *versus* Smc3/Bcl6 mice with 199 genes upregulated and 537 genes downregulated in Smc3/Bcl6 tumors (pval < 0.1, |log2FC| > 0.56 used, **Figure 1B**), that were not captured using higher stringency parameters. 

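With an unadjusted p below 0.1 and an absolute log2 fold change above 0.56, 180 genes were higher and 122 genes were lower in Smc3/Bcl6 than in Bcl6 tumors, with all 9 tumors included and no pairing. At an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) there were 0 genes, and 79 genes, or 0.562% of those tested, had an unadjusted p below 0.05. Groups did not overlap on log2 CPM for 68 genes, or 0.484%, whereas 2.38% would be expected by chance for 3 tumors against 6. Among the genes past the thresholds whose groups did not overlap, those higher with the smallest p were Ighe, with 28.5 ± 10.1 CPM (SD, n = 3) in Bcl6 and 108 ± 49.9 CPM (SD, n = 6) in Smc3/Bcl6 tumors (log2 fold change 1.92, standard error 0.49), and Rogdi (log2 fold change 1.02, standard error 0.26), Fkbp14, Gm12764 and Trpt1. Those lower with the smallest p were Map2 (log2 fold change -2.16, standard error 0.46), Dgkg (-1.64, standard error 0.43), E2f7, Cdc14b and Top2a. The 5 lower genes had exon lengths from 9009 to 16449 bases and the 5 higher genes from 617 to 4149 bases, so gene length was not separated from genotype here. Counts were low for some, with 109 in total for Fkbp14, 72 for Gm12764 and 330 for Map2. Of the alternatives chosen beforehand, the one that moved the counts most was limma voom with a quality weight for each tumor. It gave 642 genes higher and 1002 lower. It was listed after Smc3/Bcl6 tumor 2 had looked unlike the others in the first lines of Supplementary Table 1. That tumor received the lowest weight, 0.125.

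Replicate numbers 1 to 3 occur in both genotypes. Over these 6 tumors, deviations from the group means correlated between tumors with the same number across genes (r = 0.256, across genes that are not independent replicates), with 0.443 for number 1, 0.113 for number 2 and 0.155 for number 3, and one other pairing of the same tumors gave 0.27. With the replicate number as a block over these 6 tumors, 45 genes were higher and 254 lower at the same thresholds, 0 genes had an adjusted p below 0.05 in edgeR's test and 96 had an unadjusted p below 0.05. Of the 302 genes past the thresholds without the block, 45 also passed with it. With DESeq2, the tool the authors named, without a block and on the same genes, 342 genes were higher and 101 lower. The paper describes the differences it found as subtle and proposes that the heterogeneity of primary lymphomas might hide changes in gene expression.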

In spite of this there was evident perturbation of transcriptional programming in these tumors, as noted by performing GSEA analysis, which revealed significant down regulation of genes that were previously shown to be repressed in *Smc3* ^wt/–^ centrocytes (6) (**Figure 1C**). 

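Gene set enrichment analysis ranks genes by their log2 fold change, and the members of the gene sets of Figure 1C were not analysed here. In the comparison of all 9 tumors, 57.4% of the log2 fold changes were positive, with a 5th percentile of -0.68, a median of 0.06 and a 95th percentile of 0.95, against a median standard error of 0.465 per gene. With the replicate number as a block over replicates 1 to 3, 43.8% of 13360 log2 fold changes were positive and their Spearman correlation with the ranking without the block was 0.573. Across genes, which are not independent replicates, the log2 fold change fell with exon length in both rankings (Spearman correlation -0.186 without the block and -0.35 with it).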

More critically and consistent with the observed aggressive tumor phenotype, Smc3/Bcl6 lymphomas featured induction of canonical GC-associated MYC target gene sets (**Figure 1D**). We also found evidence of tumor suppressor effects, such as negative enrichment for genes down regulated in *Kmt2d* or *Tet2* deficient GCs (**Figure 1E**). Both of these genes are tumor suppressors in human DLBCLs (47), and *Tet2* loss of function was also shown to induce lymphomagenesis in *IuBcl6* mice (44). Overall these transcriptional perturbations similar to those caused by *Smc3* haploinsufficiency in GC B-cells, suggest that persistence of these effects contributes to its role in lymphomagenesis.

**Figure 1:**
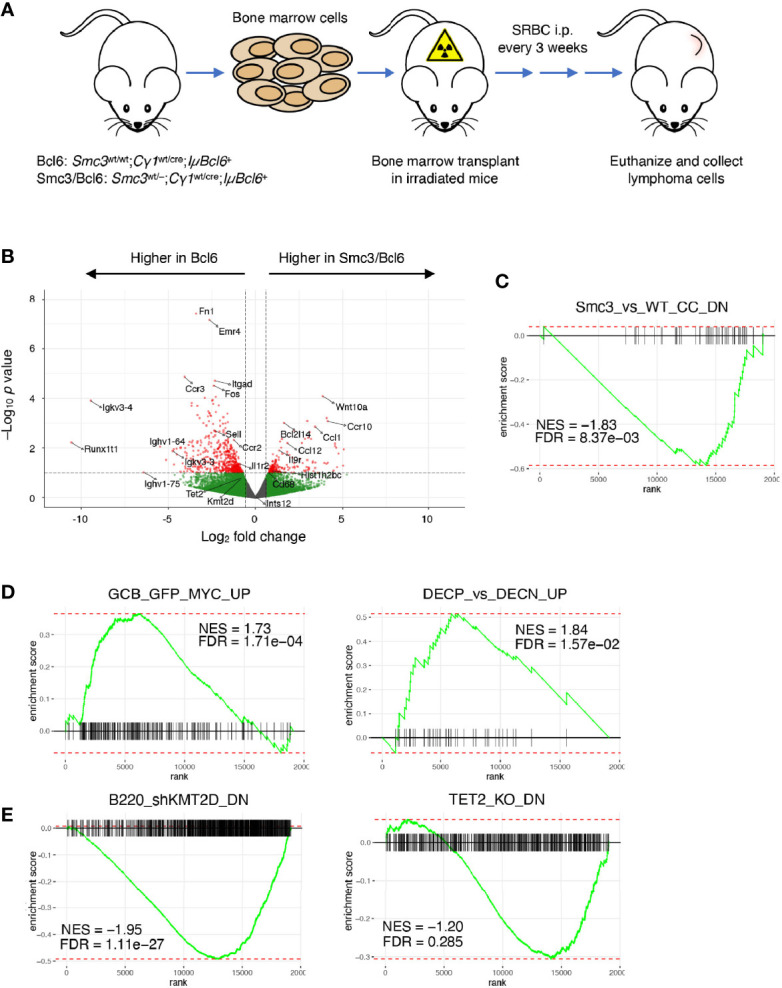
Aberrant gene expression program in Smc3 haploinsufficient tumors. **(A)** Development and experimental design for study of lymphomas in Bcl6 and Smc3/Bcl6 mice, where conditional heterozygous deletion of Smc3 was directed towards B-cells entering the GC reaction by crossing to the Cγ1-Cre strain. **(B)** Volcano plot showing differentially expressed genes in Bcl6 and Smc3/Bcl6 tumor cell RNA-sequencing. **(C–E)** Gene set enrichment analysis plots in Bcl6 *vs* Smc3/Bcl6 RNA-sequencing. Smc3_*vs*_WT_CC_DN (6), DECP_*vs*_DECN_UP, GCB_GFP_MYC_UP (39), B220_shKMT2D_DN (43) and TET2_KO_DN (44).

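The 24 genes labelled in the volcano plot were compared between the 3 Bcl6 and 6 Smc3/Bcl6 tumors. Without a block, 3 of them had an unadjusted p below 0.1 and an absolute log2 fold change above 0.56, namely Runx1t1, Igkv3-3 and Il9r. Runx1t1 (ENSMUSG00000006586.10, chromosome 4 of GRCm38 from 13743436 to 13893649) had 20.2, 19.8 and 0 CPM in Bcl6 tumors 1 to 3 and at most 1.36 CPM in the Smc3/Bcl6 tumors. Il9r (chromosome 11 from 32187541 to 32200279) had 31.1 ± 18.8 CPM (SD, n = 3) in Bcl6 and 77.7 ± 49.4 CPM (SD, n = 6) in Smc3/Bcl6 tumors, a log2 fold change of 1.32 (standard error 0.60, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The kappa variable gene Igkv3-3 had 98 counts in total over the 9 tumors, and variable genes can share reads with near-identical copies. With edgeR and the replicate number as a block over replicates 1 to 3, 11 of the 24 genes passed these thresholds.

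The sign of the log2 fold change differed between the comparisons without and with the block for 5 genes, Emr4, Ccr3, Itgad, Fos and Ints12. Emr4 (ENSMUSG00000032915.6, chromosome 17 from 55749984 to 55853662) had 41.6 ± 40.7 CPM (SD, n = 3) in Bcl6 and 53.4 ± 62.0 CPM (SD, n = 6) in Smc3/Bcl6 tumors, a log2 fold change of 0.36 (standard error 1.20) without the block. With the block it was -2.70 (standard error 0.45), and Emr4 was 16.1, 20.1 and 88.6 CPM in Bcl6 tumors 1 to 3 against 1.32, 3.92 and 20.2 CPM in Smc3/Bcl6 tumors 1 to 3. Smc3/Bcl6 tumors 4 to 6 had 166, 70.7 and 58.2 CPM. Fn1 (ENSMUSG00000026193.10, chromosome 1 from 71585520 to 71653200) had a log2 fold change of -1.10 (standard error 1.20) without the block and -3.44 (standard error 0.71) with the block.

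Tet2 (ENSMUSG00000040943.8, chromosome 3 from 133463679 to 133545139) had 62.1 ± 15.1 CPM (SD, n = 3) in Bcl6 and 55.3 ± 26.2 CPM (SD, n = 6) in Smc3/Bcl6 tumors. Its log2 fold change was -0.17 (standard error 0.54, adjusted p = 1 from the same test), and -0.89 (standard error 0.77, adjusted p = 0.983 from the same test) with the replicate block. Smc3/Bcl6 tumor 2 had 7.73 CPM and the other 8 tumors had between 50.7 and 86.7 CPM, so that without this tumor the log2 fold change was 0.06. This tumor had low counts of long genes.

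**Figure D3:**
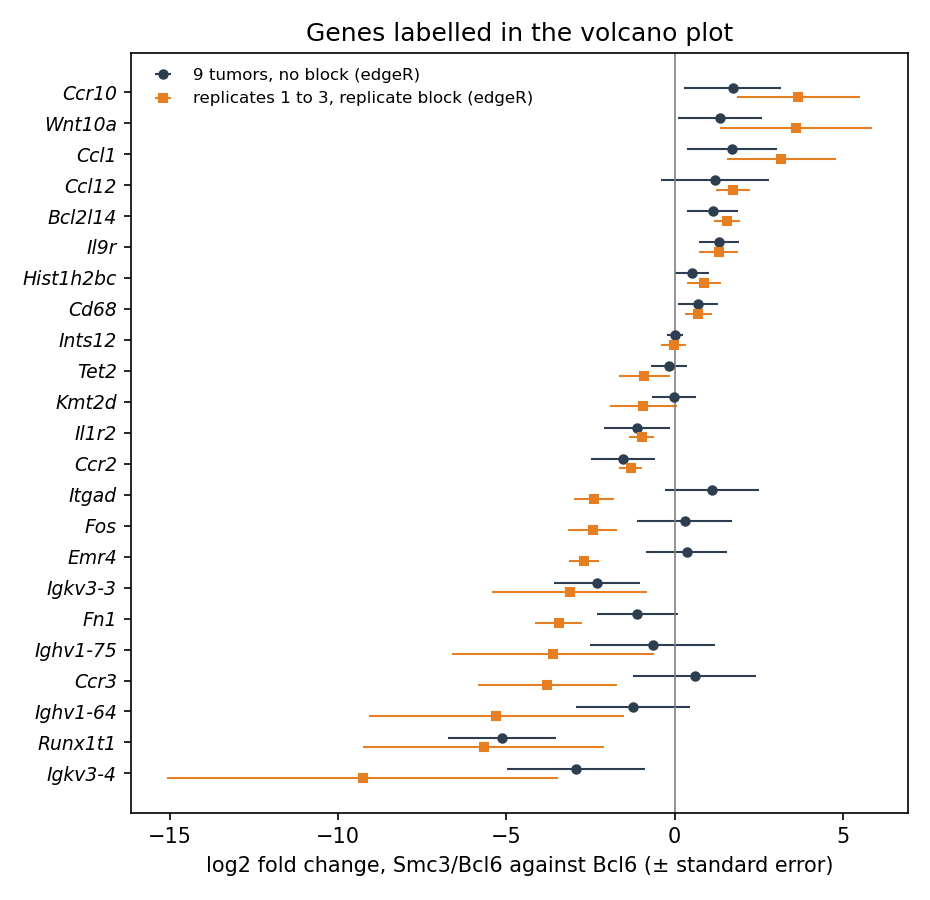
Log2 fold change of Smc3/Bcl6 against Bcl6 tumors for 23 of the 24 genes labelled in the volcano plot, without a block in edgeR (circles) and over replicates 1 to 3 with the replicate number as a block (squares). Bars are standard errors and the vertical line is at 0; Emr4 lies at 0.36 without the block and at -2.70 with it.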

### Cohesin Haploinsufficiency Induces Loss of Tumor Suppressor Gene Promoter-Enhancer Interactions

In order to explore whether these changes in gene expression or other aspects of the malignant phenotype might be linked to 3D architectural effects, we performed *in situ* Hi-C in lymphoma cells collected from involved mesenteric lymph node tumors of moribund Bcl6 (n=3) and Smc3/Bcl6 (n=3) mice. Hi-C contact maps revealed little difference globally between Smc3/Bcl6 *vs* Bcl6 tumor interactivity profiles (**Supplementary Figure 2A**). This is consistent with genomic chromatin compartmentalization being independent of cohesin subunit dose, as previously reported (48). Indeed further examination of chromatin compartment distribution in Smc3/Bcl6 *vs* Bcl6 and tumor cells showed very little difference between these genotypes (**Figure 2A** and **Supplementary Figure 2B**). In contrast, there were significant compartment changes among these lymphomas as compared to normal centrocytes (**Figure 2B**). Hence aberrant chromatin compartmentalization in these lymphomas must occur through a cohesin independent manner as well. Focusing instead on differential chromatin interactivity, we found a significant bias towards reduction in chromatin loop strength in Smc3/Bcl6 *vs* Bcl6 lymphomas (**Figure 2C**). There was also significant difference in loop strength when comparing all murine lymphomas to normal centrocytes (**Figure 2D** **)**. Examining differential chromatin interactions in more detail revealed reduction in loop strength of enhancer-promoter loops as well as other chromatin interactions (**Supplementary Figure 2C**). Among genes with reduced enhancer-promoter loops were known tumor suppressors such as *Tet2*, *Dusp4*, as well as MHC class II genes. Conversely genes such as *Cdk6, Btk* and *Irak1* were among those with stronger enhancer to promoter looping. Decreased loop interactivity in Smc3/Bcl6 *versus* Bcl6 tumors was also appreciated by performing aggregate peak analysis (**Supplementary Figure 2D**).

**Figure 2:**
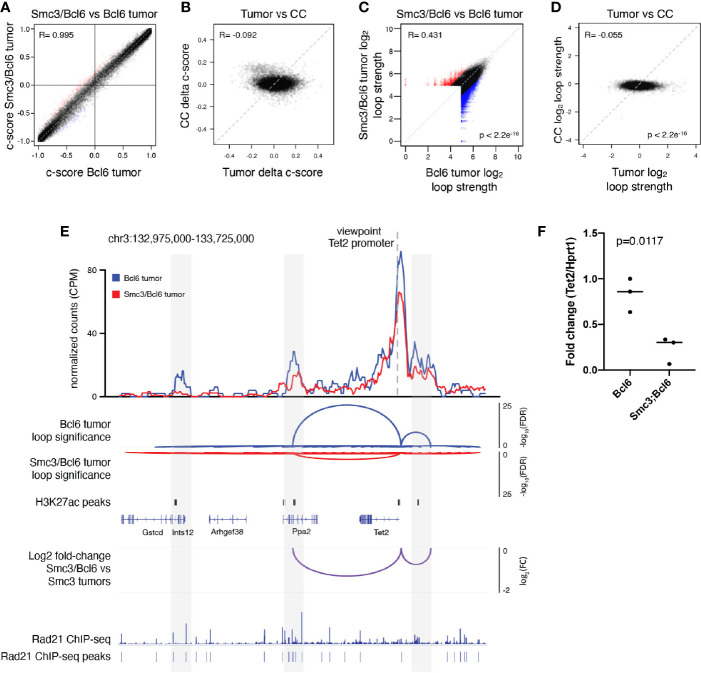
Cohesin haploinsufficiency induces loss of interactivity of promoter-enhancers at tumor suppressor genes. **(A)** Correlation plot between the compartment c-scores of Smc3/Bcl6 *versus* Bcl6 tumor cells at 100kb resolution. **(B)** Correlation plot for the change in compartment c-scores of Smc3/Bcl6 *versus* Bcl6 tumor cells and the change in compartment c-scores of *Smc3^wt^* ^/–^ *versus Smc3^wt^* ^/wt^ centrocytes (CC) at 100kb resolution. **(C)** Correlation plot for the log_2_ normalized loop interactivity of Smc3/Bcl6 *versus* Bcl6 tumor cells at 20kb resolution. **(D)** Correlation plot for the log_2_ fold change of normalized loop interactivity of Smc3/Bcl6 *versus* Bcl6 tumor cells and the log_2_ fold change of normalized loop interactivity of *Smc3* ^wt/–^ *versus Smc3* ^wt/wt^ centrocytes (CC) at 20kb resolution. **(E)** Virtual 4C analysis showing normalized interactions with the *Tet2* promoter for Bcl6 tumors (blue line) and Smc3/Bcl6 tumors (red line) at 20kb resolution. Loop calling significance following the mango approach are shown for Bcl6 and Smc3/Bcl6 tumors with –log_10_(FDR). Enhancers were defined as H3K27Ac peaks mapped in germinal center B cells by Mint-ChIP. Rad21 ChIP-seq was performed in the mouse lymphoma cell line CH12.LX (35). The differences between normalized interactions with the *Tet2* promoter are shown as log_2_ fold-change between Bcl6 and Smc3/Bcl6 tumors. **(F)** RT-qPCR for *Tet2* mRNA in Bcl6 (n=3) and Smc3/Bcl6 (n=3) tumors, normalized to *Hprt1* mRNA expression.

The reduction of *Tet2* enhancer promoter loop strength observed in this global analysis prompted us to look more closely at this tumor suppressor gene. For this we performed virtual 4C analysis using our Hi-C data (**Figure 2E**), anchored at the *Tet2* promoter and observed marked reduction of its interactivity with upstream and downstream regions (**Figure 2E**). These sites overlapped with putative enhancers defined by the presence of H3K27Ac peaks identified by Mint-ChIP-seq from GC B-cells (6) and with cohesin subunit Rad21ChIP-seq peaks in murine CHX.12 lymphoma cells (35). Strikingly, this reduction in *Tet2* promoter to enhancer looping was associated with reduced abundance of *Tet2* mRNA in Smc3/Bcl6 *vs* Bcl6 lymphomas from qPCR experiments performed in independent lymphoma specimens (**Figure 2F**). Tumor suppressor genes *Kmt2d* and *Dusp4* showed similar loss of interactivity of their promoters with putative H3K27Ac rich loci (**Supplementary Figures 2E, F**) in Smc3/Bcl6 tumors. Taken together with our transcriptional profiling showing enrichment for *Tet2* and Kmt2d deficient signatures, these data suggest that reduced levels of *Smc3* in lymphomas impairs expression and functionality of tumor suppressor genes through disruption of enhancer-promoter interactions.

### *Smc3* Haploinsufficiency Specifically Impairs Terminal Steps of Plasma Cell Differentiation

Conditional deletion of *Smc3* in GC B-cells results in impaired plasma cell differentiation (6). Our data shown above suggest that this effect persists in *Smc3* haploinsufficient lymphomas, pointing to plasma cell differentiation as a key vulnerability for malignant transformation. However, this is a step-wise and complex process, and the precise point in plasma cell differentiation where the *Smc3* function becomes critical is not known. Along these lines, Scharer et al. revealed that mature B cells induced to form plasma cells undergo ~8 cell divisions prior to acquiring the full plasma cell phenotype (42). Scharer et al. performed RNA-seq at sequential cell divisions in selected populations based on cell cycle dye exclusion and CD138 staining, as well as single cell RNA-seq of activated B cells to precisely map plasma cell differentiation trajectory. This trajectory was complex and included a critical cell fate decision that took place upon the last (8^th^) cell division, whereupon B-cells either committed to the final plasma cell phenotype or remained in a less defined B-cell state (**Figure 3A**) (42).

**Figure 3:**
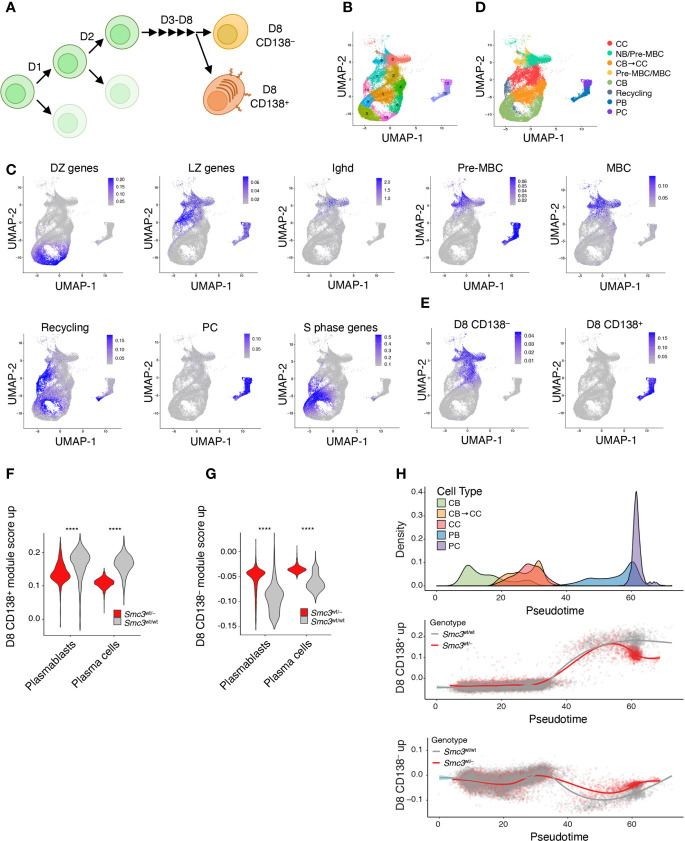
Smc3 haploinsufficient cells undergo proliferation burst but fail to differentiate into plasma cells. **(A)** Scheme depicting mature B cell differentiation leading to the plasma cell phenotype. **(B)** Uniform Manifold Approximation and Projection (UMAP) applied to single cell RNA-seq populations of germinal center and post germinal center populations. **(C)** UMAP projections of gene expression cell signatures used to classify clusters. **(D)** Applying previously defined gene expression signatures, Seurat clusters were manually defined as centrocyte (CC), pre-memory B cells (Pre-MBC), transitioning centroblast to centrocyte (CB → CC), transitioning centrocyte to centroblast (Recycling), memory B cells (MBC), plasmablast (PB), and plasma cells (PC). **(E)** UMAP showing the projections of *in vivo* LPS-stimulated CFSE stained B cells that divided 8 times expressing CD138 (D8 CD138^+^) or not (D8 CD138^–^). **(F)** Violin plots showing expression levels of D8 CD138^+^ for PB and PC clusters. **(G)** Violin plots showing expression levels of D8 CD138^–^ for PB and PC clusters. **(H)** Cell densities for pseudotime lineage (CB → CB to CC → CC → PB → PC, top plot) and scatter plots of cells by genotype across pseudotime lineage expressing D8 CD138^+^ (middle panel) or D8 CD138^–^ (lower panel) profiles. ****p < 0.00001.

To define the point along this trajectory that was specifically dependent on *Smc3* dosage, we performed single cell RNA-seq in *Smc3* ^wt/–^ and *Smc3* ^wt/wt^ GC B cells. We defined cell clusters by unsupervised analysis using Seurat and then projected canonical GC and post-GC related signatures from centroblasts (DZ), centrocytes (LZ), plasma cells (PC), memory B-cells (MB), and MYC^+^ GC B-cells (selected by T-cell help) onto these transcriptional profiles. This allowed us to assign clusters of cells to these various cell subpopulations (**Figures 3B–D** **)**. Plasma cells were further subdivided into plasmablasts *vs* plasma cells based on the former expressing MYC-associated and S phase genes (**Figure 3C**). Other cell clusters were assigned as intermediate between DZ and LZ, possibly reflecting cells transitioning from DZ to LZ. In addition to MB cells, we identified cell clusters enriching for a mixture of cells with pre-MB signature, with IgD^+^ naïve B-cells.

We then projected the RNA-seq signatures derived from the data from Scharer et al. (42), by comparing their division 8 (D8) CD138^+^ or D8 CD138^–^ profiles with those from baseline (day 0) mature B-cells (**Figure 3E**). D8 CD138^+^ cells largely overlapped with plasmablast and plasma cells, whereas D8 CD138^–^ overlapped with centrocytes and memory/pre-memory B cells (**Figure 3E**). Examining the plasmablast and plasma cell populations from our single cell RNA-seq dataset we observed depletion of D8 CD138^+^ signature gene scores among *Smc3* ^wt/–^ cells **(** **Figure 3F** **)**, whereas in contrast these cells scored more highly for D8 CD138^–^ signature gene expression **(** **Figure 3G** **)**. Performing pseudotime analysis to distribute cells according to their differentiation state from centroblast towards plasma cell transcriptional programming (**Supplementary Figure 3**), we observed impaired acquisition of the D8 CD138^+^ signature among *Smc3* ^wt/–^ haploinsufficient plasma cells, suggesting defective engagement of the late-stage plasma cell commitment program (**Figure 3H**). In contrast, the D8 CD138^–^ signature scored higher among *Smc3* ^wt/–^ plasma cells, suggesting a strong bias away from the final stages of plasma cell commitment and preferential maintenance of B-cell transcriptional signatures. This branching point may represent a particularly vulnerable architectural checkpoint for malignant transformation.

### *Smc3* Haploinsufficiency Increase DNA Damage in Germinal Center B Cells

Given that GC B-cells are exposed to considerable DNA damage stress (49, 50) and cohesin complex is reported to play important roles in DNA damage response (51, 52), we wondered whether *Smc3* haploinsufficiency might also contribute to lymphomagenesis through accumulation of DNA damage. Phosphorylation of Ser-139 residue of histone H2AX, forming γH2AX, is an early cellular response to the induction of DNA double-strand breaks that has been shown to be dependent on the loop extrusion activity of cohesin (53). We therefore used flow cytometry to measure γH2AX staining in total splenic B cells (live B220^+^ cells) or GC B-cells (B220^+^FAS^+^CD38^–^) from *Smc3* ^wt/–^ or *Smc3* ^wt/wt^ mice, eight days after immunization (**Supplementary Figures 4A, B**). Notably, although we did not observe differences in total live B cells (**Figure 4A**), we observed a significant reduction of γH2AX^+^ staining in *Smc3* ^wt/–^ GC B-cells (**Figure 4B**). Notably the reduced abundance of γH2AX was evident in both centroblasts (B220^+^FAS^+^CD38^–^CXCR4^+^CD86^–^) and centrocytes (B220^+^FAS^+^CD38^–^CXCR4^–^CD86^+^, **Figures 4C, D**). *Smc3* haploinsufficiency did not result in differential apoptosis in GC B cells (6). The lack of apoptosis along with the reduced γH2AX suggested that there might be impaired DNA damage detection in Smc3 haploinsufficient cells.

**Figure 4:**
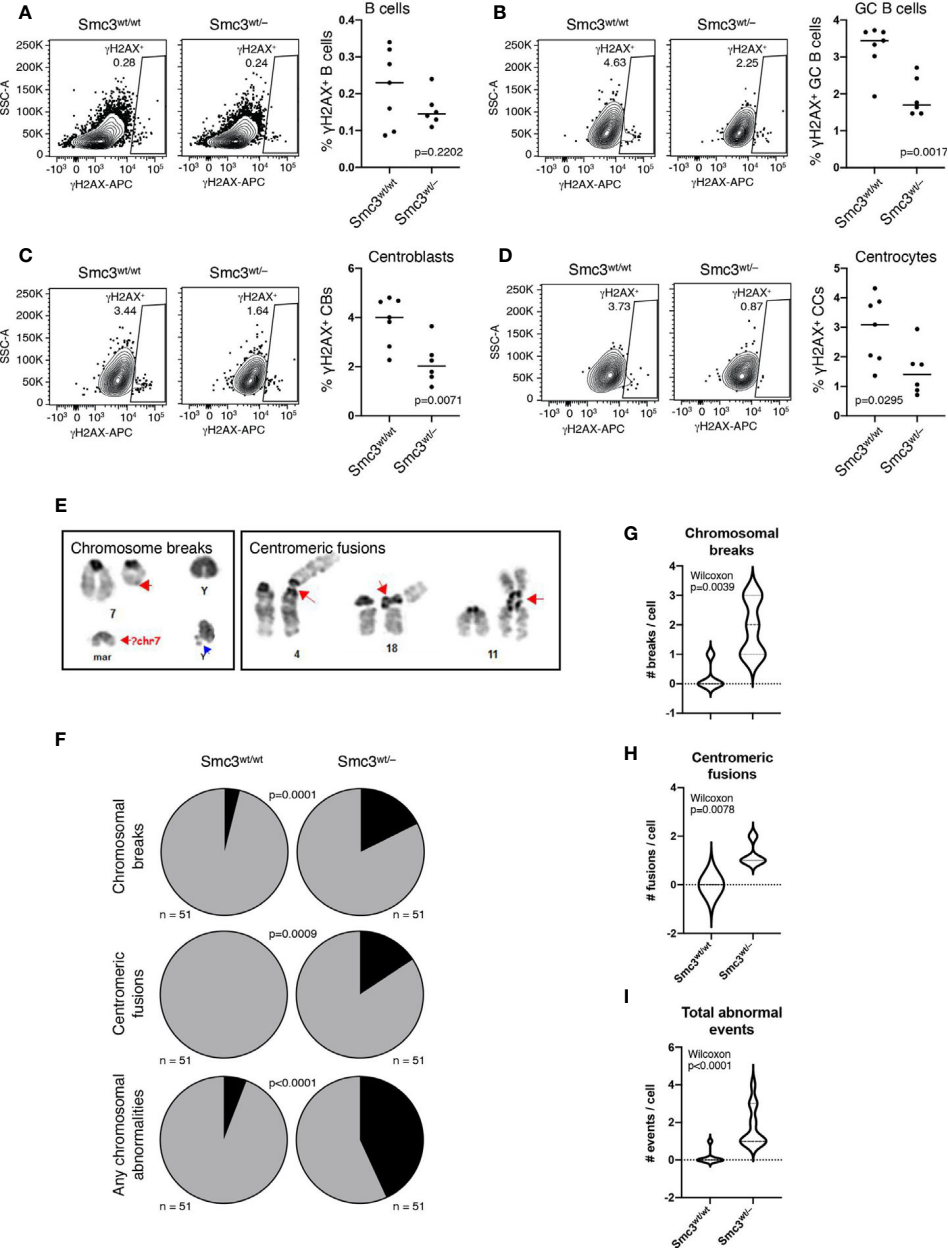
Smc3 haploinsufficiency increases DNA damage in germinal center B cells. **(A–D)** Gating strategy used to detect phospho-γH2AX by flow cytometry (left) and quantification (right) in B cells **(A)**, germinal centers **(B)**, centroblasts **(C)**, and centrocytes **(D)**. **(E)** Identification and classification of chromosomal aberrations in induced GC B cells (iGC). **(F)** Quantification of the frequency of chromosomal breaks and centromeric fusions in iGCs of Smc3^wt/wt^ (n=3) and Smc3^wt/–^ (n=3) mice, and **(G),** quantification of chromosomal breaks, **(H),** centromeric fusions per cell, or **(I)** total events per cell. Experiment shown is a representative one from 3 performed. P values calculated using a binomial test for expected *versus* observed frequencies **(F)** and Wilcoxon rank test for count distribution **(G-I)**.

For more direct assessment of DNA damage, we performed karyotype analysis in proliferating *Smc3* ^wt/–^ *and Smc3* ^wt/wt^ GC B cells. Since obtaining abundant actively proliferating GC B cells from murine lymphoid tissue is not possible, we instead used the induced GC B cell (i-GCB) co-culture system, to produce high numbers of proliferating iGCB cells (**Supplementary Figure 4C**) (13). Karyotyping analysis was used to identify chromosomal aberrations (**Figure 4E**). Examining metaphase spreads from these cells revealed significantly higher abundance of lesions such as centromeric fusions or chromosomal breaks in *Smc3^wt/–^* GC B-cells (**Figures 4F–I** and **Supplementary Figure 4D**). Notably, centromeric fusions were completely absent from wild type iGCB cells, suggesting these are highly cohesin dose dependent. Whole genome sequencing in i-GC failed to demonstrate detectable structural lesions or differences in replication fork usage or activation (**Supplementary Figures 5A, B**).

These observations prompted us to perform exome capture for mutation profiling in Smc3/Bcl6 *vs* Bcl6 lymphoma cells, obtained from lymphoid tissues of moribund animals. Although Smc3/Bcl6 tumors showed higher variability in the total numbers of somatic mutations, these were not significantly different than tumor cells from the Bcl6 (Wilcoxon p=0.24, **Figure 5A**). Copy number gains and losses quantified as the percent mouse genome altered were also not significantly different between the Smc3/Bcl6 and the Bcl6 mouse models (**Figure 5B**). Activation induced cytosine deaminase (AICDA) is the main source of mutations in germinal center B-cells during the process of somatic hypermutation (3). We thus analyzed the mutation frequency of 125 off-target genes (i.e. non-immunoglobulin, **Supplementary Table 2**) in Bcl6 and Smc3/Bcl6 tumors. Interestingly, we found that only 8 genes were mutated in at least one Bcl6 tumor, while 119 of them were mutated in at least one Smc3/Bcl6 tumor. The identity of those genes was also different between the tumors, with *Traf6* and *Pim1* being amongst the most frequently mutated genes in Bcl6 tumors, and *Mycbp2* and *Brca1* amongst Smc3/Bcl6 tumors (**Figure 5C** and **Supplementary Table 2**). Overall, the lack of a clear gain in structural genomic variants in Smc3/Bcl6 lymphomas suggests that the types of lesions induced by Smc3 deficiency in GC B-cells may not yield efficient trajectories for malignant transformation, although the reduced DNA damage sensing may lead to accumulation of mutations in AICDA off-target genes.

**Figure 5:**
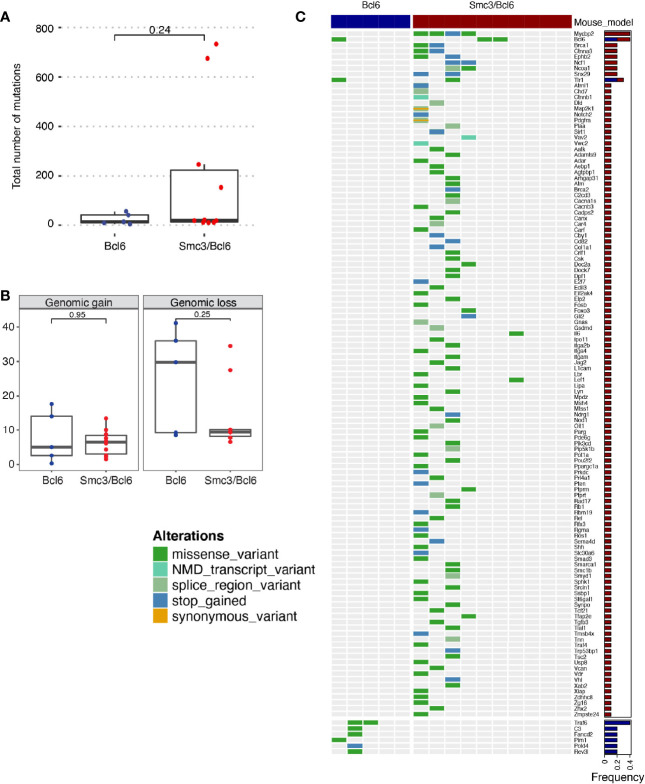
Mutational analysis of Smc3/Bcl6 tumors. **(A, B)** Mutational burden of Bcl6 and Smc3/Bcl6 tumors assessed by exon capture analysis. **(A)** number of mutations per tumor. **(B)** Genomic gain and loss in Bcl6 and Smc3/Bcl6 tumors. **(C)** Oncoprint depicting AID-induced mutations in 125 non-immunoglobulin genes in Bcl6 (n=5) and Smc3/Bcl6 (n=10) tumors. Mutation frequency is shown in the right bar plot for Bcl6 (blue) and Smc3/Bcl6 (red). Mutations were classified as missense mutations, nonsense-mediated decay transcript variants, splice regions variants, stop gained, or synonymous variants, as indicated by the color key on the left of the oncoprint.

### Decreased Cohesin Levels Predict Poor Survival in DLBCL Patients

The enrichment of *Smc3* ^wt/–^ centrocyte transcriptional signature in accelerated lymphomas induced by *Smc3* haploinsufficiency, prompted us to explore whether these profiles are linked to clinical outcome DLBCL patients. Examining the RNA-seq profiles of 322 newly diagnosed DLBCL patients, we performed unsupervised clustering to define DLBCL patient clusters with high and low expression of human ortholog genes that are repressed in *Smc3* ^+/–^ centrocytes (**Supplementary Figure 6A**). Cluster 1 contained 237 DLBCL patients and cluster 2 contained 85 DLBCL patients. Remarkably, patients in cluster 2 manifested significantly inferior overall survival (Log-rank test p=0.013, HR=1.69, 95% CI=1.11-2.2, **Figure 6A**) and inferior progression-free survival (Log-rank test: p=0.006, HR=1.6, 95% CI=1.16-2.22, **Figure 6B**) compared to those in cluster 1. To determine whether *Smc3* haploinsufficiency signature was associated with reduced expression of cohesin complex genes we examined the relative expression of *SMC3*, *SMC1A*, *RAD21*, *STAG1* and *STAG2* in our DLBCL patient cohort. Strikingly, all five of these genes were significantly reduced among the patients in cluster 2 (**Supplementary Figure 6B**). When DLBCL tumors were classified according to their gene expression profiles as belonging to the germinal center B cell-like subtype (GCB, n=186) or activated B cell-like subtype (ABCs, n=108), we observed that the cohesin low cluster 2 still displayed decreased overall survival (Log-rank test p= 0.002, HR=2.11, 95% CI=1.34-3.33, **Figure 6C** **)**, and decreased progression-free survival (Log-rank test p=0.006, HR=2.13, 95% CI=1.39-3.27, **Figure 6D**) in the GCB subtype, but not among the ABC-DLBCLs (overall survival Log-rank test p=0.86, HR=1.05, 95% CI=0.63-1.72, **Supplementary Figure 6C**, and progression-free survival Log-rank test p=0.931, HR=0.98, 95% CI=0.6-1.59, **Supplementary Figure 6D**).

**Figure 6:**
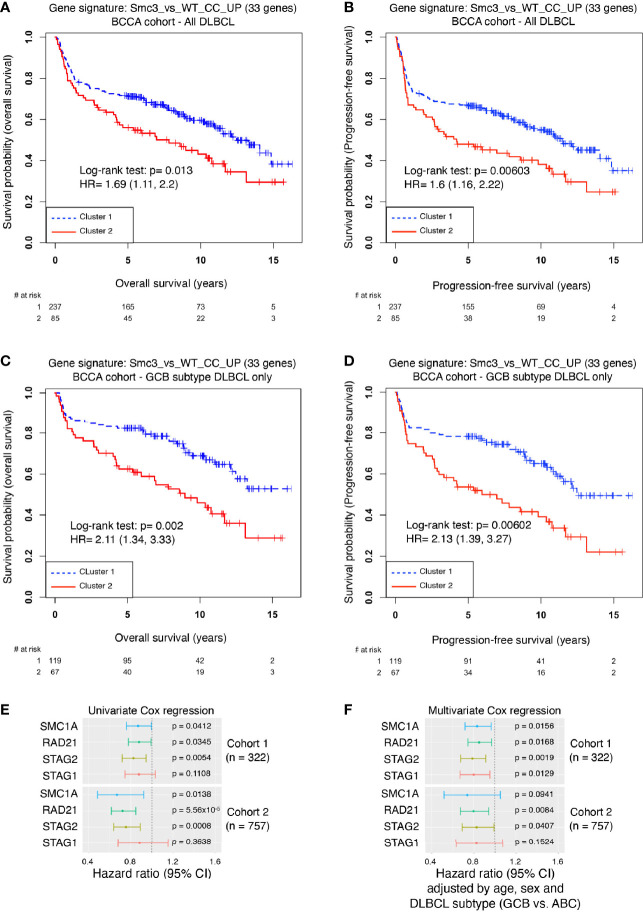
Decreased cohesin levels predict poor survival in DLBCL patients. **(A)** Kaplan-Meier overall survival curves for DLBCL patients (n=322) in BCCA cohort clustered with the *Smc3* haploinsufficient gene signature (6). **(B)** Kaplan-Meier progression-free survival curves for DLBCL patients (n=322) in BCCA cohort clustered with the *Smc3* haploinsufficient gene signature (6). **(C)** Kaplan-Meier overall survival curves for GCB-subtype DLBCL patients (n=186) in cluster 1 and 2. **(D)** Kaplan-Meier progression-free survival curves for GCB-subtype DLBCL patients (n=186) in cluster 1 and 2. **(E)** Univariate Cox regression analysis, and **(F)** multivariate Cox regression analysis were performed in two cohorts of DLBCL patients (cohort 1, n = 322 individuals; cohort 2, n = 757 individuals). In both cases, *SMC1A*, *RAD21*, *STAG2* and *STAG1* expression levels were used as a continuous variable. Multivariate analysis was adjusted by age, sex and DLBCL subtype of the individual. Error bars represent 95% confidence intervals of the hazard ratio.

We validated these findings in an independent cohort of 243 DLBCL patients (15), where unsupervised clustering using the *Smc3* haploinsufficient gene signature defined two clusters, of 156 and 87 patients, respectively (**Supplementary Figure 6E**). In striking similarity, cluster 2 displayed decreased expression of all five cohesin core subunits (**Supplementary Figure 6F**) and a significantly shorter overall survival (Log-rank test p=0.0174, HR=1.64, 95% CI=1.10-2.45, **Supplementary Figure 6G**) compared to cluster 1.

Consistent with our findings, lower abundance of *Smc3* mRNA was shown to be associated with worse clinical outcome (6), but our data suggest a broader association of clinical outcomes with cohesin subunit expression. We therefore performed univariate Cox regression for cohesin subunits *SMC1A*, *RAD21*, *STAG1* and *STAG2*, and found a similar inverse correlation with overall survival across two independent cohorts of 322 and 757 DLBCL patients, with the exception of *STAG1* (**Figure 6E**). This effect was still observed in multivariate Cox analysis that include age, sex and DLBCL subtype (**Figure 6F**). These results strongly link reduced cohesin dosage with more aggressive disease among DLBCL patients, in line with observations of lymphomagenesis in *Smc3* haploinsufficient mice (6).

## Discussion

Recent pan-cancer studies have shown that cohesin and its regulators are among the most frequently mutated genes in cancer. Mutations in genes encoding cohesin subunits were first reported in colorectal cancer (54), and later in glioblastoma, Ewing sarcoma and melanoma (55). Chromosome missegregation has been suggested as a mechanism of cohesin dysfunction to tumorigenesis. Yet sequencing of acute myeloid leukemia (AML) patient specimens revealed the presence of recurrent mutations in all four core cohesin subunits but not associated with cytogenetic abnormalities (56). The correlation between STAG2 mutations and aneuploidy in bladder cancer is also unclear (57, 58). Even though somatic mutations of core cohesin genes in GC derived lymphomas are exceptionally rare, it was previously shown that *Smc3* could still function as a tumor suppressor in these cells (6). Herein was explored potential mechanisms through which this might occur and examined this from both the genomic stability and transcriptional regulatory standpoints (**Figure 7**).

**Figure 7:**
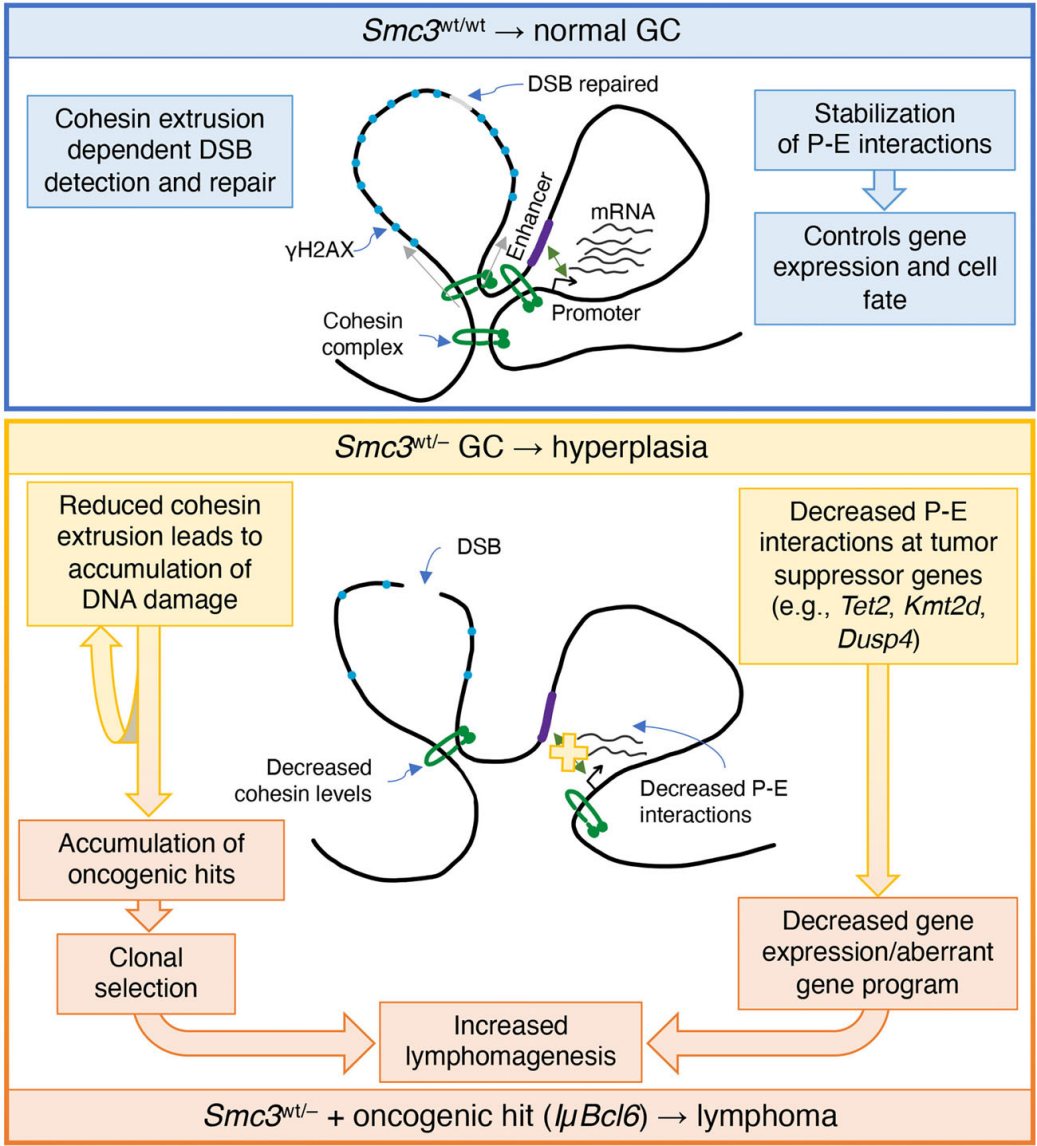
Model of cohesin haploinsufficiency induced lymphomagenesis. Biallelic dosage of the *Smc3* cohesin subunit enables promoter-enhancer (P-E) interactions of critical genes for cell identity and cell fate. In addition, the extrusion function of cohesin plays an important role in detection of double strand breaks (DSB) and establishment of phosphorylated histone H2AX (γH2AX). In *Smc3* haploinsufficient GCs, decreased promoter-enhancer interactions in tumor suppressor genes such as *Tet2*, *Kmt2d* and *Dusp4*, result in decreased gene expression and/or alteration of the gene program. Defective detection of DSB leads to accumulation of chromosomal aberrations that are mechanistically linked to reduced abundance of Smc3 protein and hence fewer cohesin loop extrusion complexes, both of which may play a role in lymphomagenesis.

Notably we did observe chromosomal structural aberrances in cohesin haploinsufficient GC cells, in contrast to what has been reported in myeloid cells (59). This might be explained by the fact that GCB cells are already at increased genotoxic stress compared to other cells types. For example, it is well established that the critical GCB transcription factor BCL6 represses checkpoint and DNA damage response genes (49, 50). Therefore, it is possible in this context that DNA damage due to reduced cohesin dosage is not properly sensed or repaired, tipping the balance towards accumulation of DNA damage. In spite of this, we did not observe increased abundance of DNA damage in *Smc3* haploinsufficient murine lymphomas. Perhaps this may be due to cells experiencing major chromosomal structural aberrancies being negatively selected during the transformation process. Nonetheless, taking together the apparent impairment in DNA damage sensing that we observed in Smc3^wt/–^ GC B-cells and more frequent mutations in AICDA off-target genes in Smc3/Bcl6 lymphomas does suggest a potential genetic contribution of Smc3 deficiency to lymphomagenesis, pointing to the need for further investigation into this possibility. Along these lines, a recent publication revealed a role for the cohesin complex during DNA damage and γH2AX mark deposition (53). According to that model, cohesin complex loop-extrusion activity plays a critical role in detection of double strand breaks and topologically associating domains are the functional units of the DNA damage response, being instrumental for the correct establishment of γH2AX–53BP1 chromatin domains in a manner that involves one-sided cohesin-mediated loop extrusion on both sides of the double strand break. The authors proposed that H2AX-containing nucleosomes are rapidly phosphorylated as they actively pass by double strand breaks-anchored cohesin. Here, we speculate that cohesin haploinsufficiency attenuates detection of double strand breaks. This would explain both the decreased levels of γH2AX and increased chromosomal aberrations observed in Smc3^wt/–^ GC B-cells.

On the other hand, *Smc3* haploinsufficient lymphomas did manifest transcriptional and architectural perturbations consistent with those observed in *Smc3* haploinsufficient centrocytes. This includes repression of genes that are also aberrantly repressed by loss of function of two DLBCL epigenetic tumor suppressor genes *TET2* and *KMT2D*. *Tet2* normally mediates enhancer cytosine hydroxymethylation whereas *Kmt2d* mediates enhancer H3K4 mono and demethylation (60, 61). Loss of function of these genes leads to impaired enhancer function with repression of the respective genes and accelerated lymphomagenesis in mice (43, 44). This is reminiscent of and consistent with the impaired enhancer-promoter interactions that we observe by Hi-C in *Smc3* ^wt/–^ murine lymphomas. The phenotype of *Tet2* ^–/–^ GCs is especially similar to that of *Smc3* ^wt/–^ and *Tet2* deficiency also cooperates with *Bcl6* to induce accelerated lymphomagenesis (44). The finding that the *Tet2* gene itself showed impaired connectivity with upstream and downstream enhancers and reduced expression in *Smc3* ^wt/–^ murine lymphomas further underlines the potential mechanistic and biological links between *Tet2* and cohesin complex in GC lymphomagenesis. Along these lines, it is notable that *Smc3* ^wt/–^ signature is linked to reduced expression of cohesin complex genes and is most clinically significant in GCB-subtype DLBCL, where *Tet2* and *Kmt2d* loss of function are most clearly deleterious (44, 62). 

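In the 9 tumors, Kmt2d (ENSMUSG00000048154.11, chromosome 15 of GRCm38 from 98831669 to 98871204) had 112 ± 8.83 CPM (SD, n = 3) in Bcl6 and 111 ± 57.0 CPM (SD, n = 6) in Smc3/Bcl6 tumors. The log2 fold change was -0.01 (standard error 0.65, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and an exact two-sided permutation test of log2 CPM gave p = 0.952. Smc3/Bcl6 tumor 2 had 7.83 CPM, and the other 8 tumors had between 102 and 167 CPM. With the replicate number as a block over replicates 1 to 3, the log2 fold change was -0.93 (standard error 0.99). Without Smc3/Bcl6 tumor 2 and with no block, the log2 fold change was 0.25. This tumor had low counts of long genes, and among the 200 tested genes nearest in length to Kmt2d its fall in this tumor was at percentile 2.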

Although tumors derived from *Smc3* haploinsufficient B cells display a *Kmt2d* loss of function-like transcriptional profile, we did not detect consistent downregulation of *Kmt2d* mRNA itself in tumor cells. Whether the transcriptional profile observed is due to an earlier downregulation of *Kmt2d* and epigenetic maintenance of the aberrant transcriptional status or if it is simply due to overlap with *Tet2* loss of function signature remains unknown. Taken together, these findings, suggest that the oncogenic impact of cohesin loss of function in GC B-cells is mainly due its transcriptional and architectural effect related to gene enhancers, and not to genomic instability. It is interesting to speculate to what extent cohesin complexes might act in a coordinate manner with *KMT2D* and *TET2* to control enhancer functions.

Our data point to the lymphomagenic effect of *Smc3* deficiency manifesting specifically during late stages of GC exit when B-cells undergo terminal stages of plasma cell commitment. In general, differentiation requires that cells undergo various rounds of cell division. As cells exit from mitosis, cohesin is recruited to chromatin and regenerates the architectural features optimal for cell context dependent transcriptional programs to be maintained (63). Presumably post-mitotic architectural reconfiguration of the genome provides an opportunity to favor new architectural settings required for differentiation. Along these lines it is notable that we traced the effect of Smc3 haploinsufficiency to crucial, late cell divisions that give rise either to CD138^+^ plasma cells or CD138^–^ B-cells. This is consistent with a previous report showing that early events during PC differentiation, such as induction of *Irf4*, remain intact in *Smc3* ^wt/–^ B-cells, but late events such as *Prdm1* upregulation are impaired (6). We speculate that this leads to accumulation of greater numbers of mutated post GC B-cells, which may serve as the cell of origin of lymphomas observed in these mice. Hence it is possible that our findings could reflect loss of asymmetric division in B-cells as a potential mechanism of malignant transformation.

Finally, our results suggest that cohesin dose reduction contributes to lymphoma phenotypes in humans, in spite of the fact that cohesin mutations are uncommon in DLBCL. This is supported by the fact that DLBCLs enriched for lower expression of genes downregulated by *Smc3* haploinsufficiency also features reduced expression of cohesin core subunits as well as inferior clinical outcomes, an effect that was reproducible across two, large independent cohorts of patients. Moreover, and consistent with a previous report indicating that *Smc3* expression is a negative prognostic factor in DLBCL (6), we showed that reduction in the four core subunits *SMC3*, *STAG2*, *SMC1A* and *RAD21* are all independent adverse risk factors. What remains to be determined is the mechanism through which cohesin expression is suppressed in these tumors, as well as the reason why this may be the preferred rout to cohesin impairment instead of somatic mutations. Regardless, our data strongly support the notion that cohesin complex does play critical roles in lymphomagenesis and warrants further in-depth mechanistic study and consideration of potential therapeutic vulnerabilities.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE172332.

## Ethics Statement

Ethical review and approval was not required for the study on human participants in accordance with the local legislation and institutional requirements. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. The animal study was reviewed and approved by Weill Cornell Medicine.

## Author Contributions

MR conceptualized, designed and performed research, analyzed and interpreted data, drafted the manuscript and supervised the study. CD analyzed RNA-sequencing, and single cell RNA-sequencing with the help of CC. AKl analyzed Hi-C. ZC analyzed patient data. BB analyzed exome capture. AKo analyzed whole genome sequencing. AV provided the Smc3 mouse model. CS and JB performed the RNA-sequencing of LPS-induced plasma cells. OE and CM provided expertise and resources for data analysis. AM participated in the study conceptualization, interpretation of data, drafting of the manuscript, acquisition of funds and supervision of the project. All authors contributed to the article and approved the submitted version.

## Funding

MR was a recipient of a postdoctoral fellowship grant from the Lymphoma Research Foundation and is funded by an NHLBI 5 T32 HL135465-3 training grant. AM is supported by NCI/NIH R35 CA220499, NCI/NIH P01 CA229086-01A1, LLS-SCOR 7012-16, LLS-TRP 6572-19, the Samuel Waxman Cancer Research Foundation, the Follicular Lymphoma Consortium and the Chemotherapy Foundation. AV is supported by NCI K08 CA215317, the William Raveis Charitable Fund Fellowship of the Damon Runyon Cancer Research Foundation (DRG 117-15) and an Evans MDS Young Investigator grant from the Edward P. Evans Foundation. CM thanks the Scientific Computing Unit, XSEDE Supercomputing Resources as well as the Starr Cancer Consortium (I7-A765, I9-A9- 071 and I13-0052) and acknowledges funding from the WorldQuant Foundation, The Pershing Square Sohn Cancer Research Alliance, the NIH (grants R01 CA249054, R01 AI151059, P01 CA214274, R01 AI125416-03 and R21 AI129851-02) and Leukemia and Lymphoma Society grants LLS 9238-16 and LLS MCL-982. AKo is supported by DP2GM123495 from the National Institutes of Health.

## Conflict of Interest

MR is a scientific advisor of NuRevelation, Inc. OE is supported by Janssen, Johnson and Johnson, Volastra Therapeutics, AstraZeneca and Eli Lilly research grants. He is scientific advisor and equity holder in Freenome, Owkin, Volastra Therapeutics and One Three Biotech. CM is a cofounder and board member for Biotia and Onegevity Health as well as an advisor or compensated speaker for Abbvie, Acuamark Diagnostics, ArcBio, Bio-Rad, DNA Genotek, Genialis, Genpro, Karius, Illumina, New England BioLabs, Qiagen, Whole Biome and Zymo Research. AM receives research funding from Janssen Pharmaceuticals, Sanofi and Daiichi Sankyo, has consulted for Epizyme and Constellation and is on the scientific advisory board of KDAC pharmaceuticals.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. 

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

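RNA-seq counts of lymphomas from 3 Bcl6 and 6 Smc3/Bcl6 mice were analyzed, 1 library per tumor. The authors processed the reads with the nf-core RNA-seq pipeline, aligned them with STAR to mm10 and Gencode transcripts, counted them per gene with featureCounts, and deposited these counts without normalization. The table held 0 columns without a sample, and 97.9% of the gene identifiers were found in GENCODE M21 (GRCm38), which gave positions, exon lengths and GC content. Genotype and replicate number were taken from the sample labels, and the pairing of tumors with the same number comes only from these labels.

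Genotypes were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, edgeR's filter on low counts by genotype, quasi-likelihood test, Benjamini-Hochberg adjustment over the genes tested), with the thresholds of the paper, an unadjusted p below 0.1 and an absolute log2 fold change above 0.56. Single values were compared by exact permutation over the 84 splits of 9 tumors into 3 and 6, for which the smallest two-sided p is 0.0238. Log2 CPM used a prior count of 2. The genes named are those the paper's text names in tumors, those labelled in Figure 1B, lists of cohesin, cell-type and other genes, and the 5 genes higher and 5 lower with the smallest unadjusted p among those past the thresholds whose groups did not overlap. Shares of variable-gene counts carry 95% Wilson intervals, which cover counting error only.

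The mapping of samples, the tests, this rule and 18 alternatives for the counts of genes were set before the data were examined, after the first lines of Supplementary Table 1, which hold normalized values of these tumors, had been seen. They include DESeq2 1.42.0, limma 3.58.1 with a quality weight per tumor, other normalizations and filters, the tissue label as a covariate, the replicate number as a block over replicates 1 to 3, and each tumor left out in turn. Limma with quality weights was listed after Smc3/Bcl6 tumor 2 had looked unlike the others in the first lines of Supplementary Table 1. After the data were seen, 15 more alternatives for these counts were added, and 2 for the share of variance that keep the replicate numbers. Of the 15, 8 were DESeq2 settings tried with the paper's counts of genes in view, to find a setting that gave those counts, and the others were a length and GC content offset (lowess span 0.3) and variations on these settings. Of the 33 alternatives for the counts, 1 gave both of the paper's counts, DESeq2 with the replicate number as a block over 9 tumors on genes with at least 10 counts in total, and 0 of the 18 set beforehand did. With the values of Figure 1B in view, 14547 comparisons of subsets of the tumors were also computed, and none was used. No result beside the paper's text rests on a setting found in these searches.

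On counts simulated from the tumors' own means and dispersions with 200 genes changed by a log2 fold change of 3, edgeR recovered 79.5% at an adjusted p below 0.05 among 13728 genes tested and called 10 unchanged genes. DESeq2 recovered 89.5% and called 66 unchanged genes among 13720, DESeq2 with the replicate block recovered 86.5% and called 169 among 14057, and limma recovered 76.5% and called 4 among 13684. The changed genes were drawn from those with higher counts, and smaller changes, a length effect in 1 tumor and pair effects were left out of these runs. With edgeR, 4.19% of unchanged simulated genes had an unadjusted p below 0.05, against 0.562% of the genes tested in the tumors. The simulation therefore does not give the power of the comparison of the tumors. The members of the gene sets of Figures 1C to 1E were not analysed here, and 1 gene labelled in Figure 1B is not reported here by name.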

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

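Of the tests in this part, those of gene length, library size and the most counted genes for Smc3/Bcl6 tumor 2, and all of those for Smc3/Bcl6 tumor 1, were chosen after the result was seen. Among the 6 Smc3/Bcl6 tumors, 60 measures were examined for a single tumor far from the others, by the gap to its nearest neighbor divided by the range. By chance 3 would pass the critical value, and 7 passed, 6 of them through tumor 2 and not independent of each other.

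Smc3/Bcl6 tumor 2 was lowest for Smc3 (gap over range 0.847), Tet2 (0.778), Kmt2d (0.838), Cdc14b (0.663), the mean of the cohesin genes (0.739) and the TMM factor (0.681). Across genes, its deviation from the other 8 tumors fell with exon length (Spearman correlation -0.465, against -0.143 to 0.199 in the others) and rose with GC content (0.157), both beyond every other tumor. The median deviation went from 1.05 in the shortest 20% of genes to -1.17 in the longest. Its total count of 13659607 lay within the range of the others. Its 10 most counted genes took 16.0% of the counts, against 6.49% to 10.8%. After a length and GC correction, 2 of 7 cell-type scores lay outside the range of the others, with B-cell genes low and plasma-cell genes high, and this cannot be told apart from a difference in the tumor cells. Among the 200 tested genes nearest in length, the fall of Smc3 was at percentile 14.5 and that of Tet2 at percentile 10, whereas Kmt2d was at percentile 2. The log2 deviation of Smc3 was -1.92 against a median of -0.46 over these genes, and -1.41 after the length and GC correction. For Tet2 it was -2.95 against -1.77, and -1.21 after the correction, and for Kmt2d -3.86 against -1.99, and -2.04 after it. A length-dependent loss of counts in this library may explain part of the low Smc3 and Tet2, and the rest is left unexplained. The biological explanation, reduced Smc3 from 1 allele, applies to all 6 Smc3/Bcl6 tumors, of which the other 5 had Smc3 near the Bcl6 tumors. The counts cover the whole gene, whereas the deletion described in the paper targets an exon whose reads were not examined. T-cell and macrophage genes were also counted in these samples. Smc3 near the Bcl6 tumors thus cannot exclude the loss of 1 allele in the tumor cells.

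The mean log2 CPM of macrophage genes was lowest in Smc3/Bcl6 tumor 1 (gap over range 0.629). The length and GC correction took it from 2.61 to 2.59, below 4.91 to 6.82 in the other 5. Of the T-cell and stromal scores, 2 were also below those of the other 5, whereas the neutrophil score of 2.87 and the erythroid score of 3.79 lay within the range of the others. Fewer non-tumor cells in the sample may account for the low scores but not for the other 2, and no biological explanation was tested.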

How the results depend on the processing

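The share of variance between genotypes stayed between 3.9% and 11.8% with all tested genes, a variance-stabilizing transformation, no immunoglobulin and T-cell receptor genes or a tumor left out, the alternatives run for it. With the replicate block, added after the data were seen, it was 19.8% of the variance within pairs, and among the 8 splits that part the same-numbered tumors, 8 gave a share of at least 5.41%; neither test could have given a p below 0.05. The genes with an adjusted p below 0.05 stayed at 0 under the 18 alternatives for the counts of genes that were set before the data were examined, with 79 genes at an unadjusted p below 0.05 in the comparison as reported. The cause of the changes below was not tested except where stated.

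With 180 genes higher and 122 lower as reported (59.6% higher), DESeq2 gave 342 higher and 101 lower (77.2% higher), no filter on low counts 576 and 812, limma with quality weights 642 and 1002, the tissue label as a covariate 130 and 192 (40.4% higher), and a threshold of 0.05 on the unadjusted p 46 and 31. With the replicate number as a block, there were 45 higher, 254 lower and 0 cohesin genes past the thresholds. Across the 9 fits that each left out a tumor, genes higher ran from 84 to 339, genes lower from 61 to 321 and cohesin genes from 1 to 5.

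The other alternatives were chosen after the data were seen. The replicate block with the length and GC offset gave 67 higher, 252 lower and 0 cohesin genes. DESeq2 without a block gave 505 and 188 on genes with at least 10 counts, 506 and 192 on genes with any count, 654 and 332 less Smc3/Bcl6 tumor 2, 468 and 252 over replicates 1 to 3, and 410 and 329 with the tissue label. DESeq2 with the replicate block gave 537 lower, 4 genes with an adjusted p below 0.05 and 0 cohesin genes on genes with at least 10 counts, 538 lower at 11 counts, 541 lower on genes with any count and 531 lower over replicates 1 to 3. With the offset it gave 461 lower, 6 adjusted and 0 cohesin genes. Without replicate 1, it gave 655 lower and 5 adjusted. Without replicate 2, it gave 60 higher, 206 lower, 18 adjusted and 0 cohesin genes. Without replicate 3, it gave 768 higher, 1110 lower, 143 adjusted and 4 cohesin genes.

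Smc3 was at 0.058 and Tet2 at 0.033 with limma's weights. Across the fits that left out a tumor, Smc3 ran from -0.30 to 0.013, Tet2 from -0.36 to 0.064 and Kmt2d from -0.16 to 0.25, each highest without Smc3/Bcl6 tumor 2. Kmt2d, at -0.0058 as reported, was at 0.012 with DESeq2 or RLE normalization, 0.013 with upper-quartile normalization, 0.027 with at least 10 counts in every tumor or with the tissue label, 0.034 with limma's weights, 0.019 without immunoglobulin genes and 0.016 in DESeq2 on genes with at least 10 counts. In DESeq2 with the block, without replicate 1, Kmt2d was at -1.95 and Tet2 at -1.72, both past the unadjusted threshold. Without replicate 2, Smc3 was at 0.019, Tet2 at 0.075 and Kmt2d at 0.30. Without replicate 3, Kmt2d was at -1.63.

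Among other genes, the block reversed Ccr3 (-3.78), Emr4 (-2.70), Fos (-2.44), Itgad (-2.39), Ints12 (-0.027), Irak1 (-0.016), Stag2 (-0.53), Mau2 (-0.12) and Ciita (-0.255), and the macrophage score (-0.74). DESeq2 with the block reversed Ccr3 (-4.07), Emr4 (-2.65), Fos (-2.39) and Itgad (-2.33). Of the cohesin and MHC class II genes, it also reversed Stag2 (-0.48), Mau2 (-0.069), Smc1b (-0.11), Stag3 (-0.43) and Ciita (-0.21). Limma's weights reversed Bcl6 (0.48), Ccl12 (-1.49), Dusp4 (-0.28), Fos (-1.72), Ints12 (-0.014) and Itgad (-0.61). The tissue label reversed Bcl6 (0.23), Ccr3 (-0.63), Dusp4 (-0.083) and Emr4 (-0.63), and the offset reversed Dusp4 (-0.058). Leaving out a tumor moved Bcl6 from -0.42 to 0.55, Btk from -0.17 to 0.39, Fos from -1.73 to 0.83, Ighv1-64 from -2.18 to 0.037, Ighv1-75 from -3.27 to 1.04, Ints12 from -0.092 to 0.077, Ccr3 from -0.86 to 2.75, Emr4 from -0.48 to 1.55, Fn1 from -2.404 to 0.51, Dusp4 from -0.24 to 0.13 and Itgad from -0.15 to 1.37. It moved the macrophage score from -0.71 to 0.68 and the centrocyte score from -0.11 to 0.15. Over the 41 named genes, 417 other values kept direction and side of the threshold, 44 passed it anew and 20 no longer passed it.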

Differences from the paper's values

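The paper's count of genes lower in Smc3/Bcl6 tumors is 537, and 122 were found here. None of the alternatives set before the data were examined closed the gap. The paper's count of genes higher, 199, was within 1.5 times the 180 found here. DESeq2 with the replicate number as a block over 9 tumors, on genes with at least 10 counts in total, gave both of the paper's counts, 199 and 537, and it was chosen after seeing the values, among 8 DESeq2 settings tried with those counts in view. The same block gave 541 lower on genes with any count, 531 over replicates 1 to 3, 538 at 11 counts, 655 without replicate 1, 206 without replicate 2, 1110 without replicate 3 and 461 with a length and GC offset, all chosen after seeing the values. The paper's text names DESeq2 and does not name a block, so this is the setting under which the values equal the paper's and not a statement of its method. In the 1999 lines of Supplementary Table 1 in hand, the lowest total count listed was 10, and the values equalled DESeq2's normalized counts to within 0.0499.

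Of 18 genes whose log2 fold change was read from Fig. 1B, 14 differed from the comparison without a block. The replicate block over replicates 1 to 3, set before the data were examined, brought 13 of them within the standard error of their log2 fold change, and no alternative set beforehand did so for Runx1t1. A fit with a larger standard error can meet this without coming much nearer to the figure, as for Kmt2d, which stayed between -0.16 and -0.062, and Tet2, between -0.36 and -0.20, in the fits named for them that left out a tumor. Fn1 was at -1.10 here and at about -3.4 in Fig. 1B, read by eye, and was also brought within its standard error by leaving out Smc3/Bcl6 tumor 4. Emr4 was at 0.36 here and at about -2.6 in Fig. 1B, read by eye. Ccr3 was at 0.60 here and at about -4 in Fig. 1B, read by eye. Itgad was at 1.11 here and at about -2.3 in Fig. 1B, read by eye. Fos was at 0.30 here and at about -2.4 in Fig. 1B, read by eye, and was also brought within its standard error by limma's quality weights and leaving out Smc3/Bcl6 tumor 4. Igkv3-4 was at -2.93 here and at about -9.5 in Fig. 1B, read by eye. Runx1t1 was at -5.14 here and at about -11 in Fig. 1B, read by eye. Igkv3-3 was at -2.31 here and at about -4.7 in Fig. 1B, read by eye. Ighv1-75 was at -0.65 here and at about -6.4 in Fig. 1B, read by eye. Wnt10a was at 1.35 here and at about 3.9 in Fig. 1B, read by eye, and was also brought within its standard error by limma's quality weights, the tissue label as a covariate and leaving out Bcl6 tumor 1. Ccr10 was at 1.72 here and at about 4.2 in Fig. 1B, read by eye, and was also brought within its standard error by limma's quality weights and leaving out Bcl6 tumor 3. Ccl1 was at 1.72 here and at about 3.5 in Fig. 1B, read by eye, and was also brought within its standard error by limma's quality weights and leaving out Bcl6 tumor 3. Tet2 was at -0.17 here and at about -0.8 in Fig. 1B, read by eye, and was also brought within its standard error by leaving out Bcl6 tumor 1, leaving out Bcl6 tumor 2, leaving out Smc3/Bcl6 tumor 1, leaving out Smc3/Bcl6 tumor 4 and leaving out Smc3/Bcl6 tumor 6. Kmt2d was at -0.0058 here and at about -0.8 in Fig. 1B, read by eye, and was also brought within its standard error by leaving out Bcl6 tumor 1, leaving out Bcl6 tumor 3, leaving out Smc3/Bcl6 tumor 1 and leaving out Smc3/Bcl6 tumor 4. DESeq2 with the block, chosen after seeing the values, came within 0.44 of all 18.

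The paper states that Smc3 expression was reduced in Smc3/Bcl6 tumors, and its log2 fold change was -0.19 without and -0.61 with the replicate block here, with neither past the thresholds. DESeq2 with the block, chosen after seeing the values, called 21 of the 24 genes labelled in Fig. 1B, against 2 for DESeq2 without a block, 3 for edgeR without a block and 11 for edgeR with the block over replicates 1 to 3.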

Other observations

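Of the tests in this part, those of the length offset and of replicate 2 in DESeq2 with the block, and of reads carried over between libraries, were chosen after the result was seen.

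Of the 84 splits of the 9 tumors into 3 and 6, the genotype split included, 76 gave as many genes higher and 79 as many genes lower, with medians of 497.5 and 584.5, so most splits gave more genes than the genotypes did. As many cohesin genes passed in 36 of 84, and the 0 genes with an adjusted p below 0.05 were matched by 84 of 84, which a count of 0 fixes in advance, with 79 genes at an unadjusted p below 0.05. Of the 8 splits that part the same-numbered tumors, 8 gave as many higher and 7 as many lower, and 8 splits are too few to give a share below 0.05.

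DESeq2 with the replicate block, the setting chosen after the data and the paper's counts were seen, rests on the 3 same-numbered pairs, since Smc3/Bcl6 tumors 4 to 6 share their numbers with no Bcl6 tumor. Of its 4 labellings within pairs, 4 gave at least as many genes past the thresholds, and 34 of 60 pairings (of 120 possible, the same-numbered one included in both numbers) did. The total ran from 359 to 2142 over these pairings with a median of 806, against 736, so it depended on which tumors were paired, and the same-numbered pairing was not unusual among them. With the length and GC offset, the correlation of the log2 fold change with exon length went from -0.182 to 0.00957, and 461 genes were lower, of which 399 were among the 537 lower without it. Without replicate 2, 77.4% of the genes past the thresholds were still lower, but the number lower fell to 206. Exchanging the genotype labels of replicate 2 gave 504 higher and 328 lower, and of the 3 exchanges it alone gave more genes higher than lower, so the part of replicate 2 in the excess of lower genes was not settled.

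The same kappa variable gene led in tumors of both genotypes. Igkv3-4 took 77.5% of kappa variable counts in Bcl6 tumor 1 (95% Wilson interval 77.2 to 77.8), 72.1% in Bcl6 tumor 2 and 68.4% in Smc3/Bcl6 tumor 3, and Igkv5-39 took 91.6% in Bcl6 tumor 3 and 87.9%, 98.2% and 61.4% in Smc3/Bcl6 tumors 1, 5 and 6. Of the 50-base words, 100% of those of Igkv5-39 and 65.9% of those of Igkv3-4 were found in no other gene. Where the reads fell within these genes was not examined. Reads shared with near-identical genes are thus less likely for Igkv5-39 and were not excluded for Igkv3-4. A share of at least 61.4% is too large for carry-over of a few reads, and the lowest chi-square per gene between any pair of tumors, 50.4, goes against one library under both labels. Among heavy chain variable genes, Ighv1-64 led in the 3 tumors led by Igkv3-4, but with only 21.6%, 23.1% and 16.7% of heavy variable counts in Bcl6 tumors 1 and 2 and Smc3/Bcl6 tumor 3. Of its 50-base words, 66.6% were found in no other gene. Ighv3-1 led in Bcl6 tumor 3 (58.8%) and Smc3/Bcl6 tumors 1 (56.5%) and 5 (77.6%), whereas Smc3/Bcl6 tumor 6, also led by Igkv5-39, was led by Ighv9-4 (53.5%). The paper does not report this grouping, and what gave rise to it was not tested.

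Xist and 4 Y-linked genes were counted in all 9 tumors. If cells from a mouse of the other sex were present, Xist might follow the stromal score. Their correlation over 9 tumors was r = 0.338 (p = 0.374 by random permutation of the tumors), and Spearman rho was 0.267 (p = 0.491 by the same test). Without the 2 tumors farthest from the median stromal score, r was 0.708. The presence of such cells thus could not be settled, and the paper's text describes no transplant.

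Of 12 gene lists, the MHC class II genes had a mean log2 CPM 0.52 higher in Smc3/Bcl6 tumors (exact permutation p = 0.0476, 0.571 after Benjamini-Hochberg adjustment), with 11 of 11 genes higher, and 0.56 with the replicate block (p = 0.25, exact, the smallest that 3 pairs allow), where 1 of the 11 changed direction, Ciita (log2 fold change 0.26 without and -0.255 with the block). The UP signature printed in the paper's methods differed by 0.01 (exact permutation p = 0.952), or 0.21 with the replicate block (exact p = 0.75). A list of MYC-related genes differed by -0.05 (exact permutation p = 0.762), or 0.22 with the replicate block (exact p = 0.75). The MYC-related score was 7.075, 6.665 and 6.603 in Bcl6 tumors 1 to 3 and 6.887, 7.461 and 6.649 in Smc3/Bcl6 tumors 1 to 3. Its rise with the block thus lay mostly in replicate 2, and Smc3/Bcl6 tumor 2 had high counts of short genes. The UP signature also rose most in replicate 2, from 3.61 to 4.252. By fgsea on the log2 fold change ranking, which permutes genes and not tumors, the MYC-related list had p = 0.995 without a block and ranked higher in Smc3/Bcl6 tumors with p = 0.00403 (0.0273 after Benjamini-Hochberg adjustment over the 12 lists) in DESeq2 with the block, the setting chosen after the data and the paper's counts were seen. The MHC class II genes ranked higher in both (adjusted p = 0.0105 without a block and 0.0327 in DESeq2 with it). The plasma-cell genes also ranked higher in both (adjusted p = 0.0105 without a block and 0.0385 in DESeq2 with it). Smc3/Bcl6 tumor 2, with its high counts of short genes, had the highest score of all tumors for MHC class II genes (10.34) and for plasma-cell genes (7.61). Smc3/Bcl6 tumor 1 was next, at 10.29 and 7.069. Whether gene length raised the MHC class II score of tumor 2 was not tested. The macrophage genes ranked higher without a block (adjusted p = 0.0143) and lower in DESeq2 with it (0.0273). Proliferation genes ranked lower without a block (adjusted p = 0.00623) but did not pass in DESeq2 with it (0.444). The smallest adjusted p by fgsea without a block belonged to lists of other cell types. Neutrophil genes (7.57e-09) and T-cell genes (1.4e-05) ranked lower, and erythroid genes (1.13e-08) ranked higher. In DESeq2 with the block their adjusted p by fgsea were 0.0806, 0.0528 and 0.233. By fgsea 7 of the 12 lists had an adjusted p below 0.05 without a block and 4 in DESeq2 with it, against 0 by permutation of the tumors. Of other genes the paper names, log2 fold changes were 0.02 for Dusp4, -0.46 for Cdk6, 0.05 for Btk, 0.17 for Irak1, -0.48 for Prdm1, 0.57 for Irf4 and -0.08 for Bcl6, none past the thresholds.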
